# The critical role of DNA damage‐inducible transcript 4 (DDIT4) in stemness character of leukemia cells and leukemia initiation

**DOI:** 10.1002/1878-0261.70090

**Published:** 2025-07-07

**Authors:** Yishuang Li, Zhijie Cao, Haiyan Xing, Zhenya Xue, Wenbing Liu, Jiayuan Chen, Yihan Mei, Runxia Gu, Hui Wei, Shaowei Qiu, Min Wang, Qing Rao, Jianxiang Wang

**Keywords:** acute myeloid leukemia, DDIT4, HOXA, leukemogenesis, self‐renewal, stemness

## Abstract

Leukemia stem cells (LSCs) are critical for leukemia initiation, and the stemness properties of LSCs are related to disease relapse. Stemness properties, including quiescence, self‐renewal, and chemoresistance, are maintained through an interplay between leukemia cells and the bone marrow (BM) niche. Here, we demonstrated that DNA damage‐inducible transcript 4 (DDIT4) can be induced in a hypoxic BM niche and is required for the quiescence and self‐renewal of AML1‐ETO9a (AE9a)‐transformed leukemia cells *in vitro*. More importantly, analysis of publicly available transcriptional data from adult acute myeloid leukemia (AML) patients revealed that elevated DDIT4 expression correlates with poor prognosis. Furthermore, DDIT4 knockout markedly suppressed leukemia initiation, quiescence, chemoresistance, and self‐renewal of AE9a‐transformed leukemia cells *in vivo*. Mechanistically, DDIT4 upregulates the expression of HOXA gene cluster, and re‐expression of *HOXA6* in DDIT4 knockout AE9a cells can rescue the impaired leukemia initiation. Our findings demonstrate the critical role of DDIT4 in the stemness of AE9a leukemia cells and elucidate its underlying mechanism, suggesting that targeting DDIT4 may represent a promising therapeutic strategy for eliminating LSCs in AML1‐ETO leukemia.

**Abbreviations**
AE9a: AML1‐ETO9a
AML: acute myeloid leukemia
BM: bone marrow
CBM: central bone marrow
DDIT4: DNA damage‐inducible transcript 4
DNR: daunorubicin
EBM: endosteal surface of bone marrow
ELDA: extreme limiting dilution analysis
FACS: fluorescence‐activated cell sorting
HSPC: hematopoietic stem and progenitor cell
LSCs: leukemia stem cells
MSC: multipotent stromal cells
OBC: mouse calvarial osteoblast

## 1 Introduction

Accumulating evidence indicates that acute myeloid leukemia (AML) is initiated and maintained by a rare subpopulation that was identified as leukemia stem cells. Although the stemness properties of leukemia cells, including self‐renewal, cell cycle quiescence, and chemoresistance [1, 2] have been established, the molecules and pathways driving leukemia cells stemness remain to be fully addressed. Self‐renewal potential is critical for leukemia initiation, as well as its recurrence after initial treatment, which eventually leads to disease relapse [3, 4]. LSCs exhibit slow cycling and are maintained in G0 phase; this quiescence property endows leukemia cells with resistance to chemotherapy [5, 6]. It is well accepted that the stemness properties of leukemia cells are associated with the poor survival of AML patients [7, 8, 9].

Leukemia was previously thought to be driven by intrinsic genetic or epigenetic alterations in hematopoietic cells. However, it has been recognized that changes in the bone marrow (BM) niche can promote leukemogenesis and chemoresistance [10, 11]. It was reported that AML cells engrafted in the BM endosteal area exhibited chemotherapy resistance after transplantation of human AML LSCs using the xenograft model [12]. Several studies also suggested that the quiescence and chemoresistance were maintained by interaction between leukemia cells and the BM niche, which was mediated by some adhesion molecules [13, 14].

Similar to normal hematopoietic stem cells (HSCs), LSCs reside at the hypoxic niche [15, 16]. The hypoxic environment is utilized to maintain the important functions of HSC, and appears to be required for LSC stemness [17]. The hypoxic microenvironment also mediates tumor progression and chemoresistance [18, 19]. To understand the molecular mechanisms responsible for maintaining the stemness of leukemia cells located in the hypoxic niche, in the present study, based on the AML1‐ETO9a (AE9a) leukemia mice model, we compared the gene expression profiles of leukemia cells in central BM with those in the counterparts isolated from the endosteal BM. As expected, upregulated genes in AE9a leukemia cells in the endosteal BM were enriched in the genes upregulated in response to hypoxia. Among these genes, the DNA damage‐inducible transcript 4 (*Ddit4*) gene was significantly overexpressed in AE9a leukemia cells in the endosteal BM.

DDIT4 can be induced by hypoxia and energy stress. As a negative regulator of mTOR, DDIT4 plays an essential role in triggering autophagy under cellular stress [20]. Although it has been reported that high DDIT4 expression is related to a poor prognosis in several types of solid tumors and leukemia [21, 22, 23], the mechanism and its role in leukemogenesis and leukemia cell stemness have not been elucidated yet. Herein, we investigated the potential role and mechanism of DDIT4, which is upregulated in leukemia cells in endosteal BM, in leukemogenesis and maintaining quiescence and self‐renewal of leukemia cells. Our data provide evidence that DDIT4 plays a critical role in leukemia cell stemness maintenance and leukemia initiation.

## 2 Materials and methods

### 2.1 Mice and cell lines

All animal procedures were approved by the Institutional Animal Care and Use Committees of the State Key Laboratory of Experimental Hematology (License number: HCAMS‐DWLL‐NSFC2023115‐1). All experimental mice, including AE9a leukemia mice, wild‐type (*Ddit4* ^+/+^), and *Ddit4* ^−/−^ mice, were all in the C57BL/6 background and kept in a specific pathogen‐free unit with standard laboratory chow and drinking water. Six‐ to eight‐week‐old female C57BL/6 mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd (Beijing, China). Six‐ to eight‐week‐old *Ddit4* deficient (*Ddit4* ^−/−^) mice were purchased from Shanghai Model Organisms Center, Inc. (Shanghai, China).

All cell lines used in this study were purchased from the American Type Culture Collection (ATCC). All experiments were performed with mycoplasma‐free cells.

### 2.2 AML1‐ETO9a induced mouse AML transplantable model

AE9a induced mouse AML transplantable model was generated in our laboratory previously [24]. Briefly, c‐Kit^+^ HSPCs from mouse BM were infected by AE9a retrovirus and 2 × 10^5^ GFP^+^ cells were injected into the tail vein of lethally irradiated (9Gy) female C57BL/6 mice. The recipient mice developed leukemia on the 220th day after transplantation, and the AE9a induced mouse AML transplantable model was established. The mice displayed a lineage‐negative, c‐Kit‐positive phenotype with absent myeloid and lymphoid differentiation markers, accompanied by splenomegaly, confirming leukemia development. AE9a leukemia cells used in RNA sequencing analysis, DDIT4 expression assay, and analysis of chemoresistance were all from the third generation of transplanted mice, which developed leukemia with an average latency of 25 days after transplantation [25].

### 2.3 Preparation of endosteal bone marrow leukemia cells

Central and endosteal bone marrow cells were isolated as described [26, 27]. Bone marrow cells were flushed from the femurs and tibias of AE9a mice, which represent central bone marrow (CBM) cells. Femurs and tibias were then treated with 2 mg·mL^−1^ collagenase I (Sigma‐Aldrich, Darmstadt, Germany) at 37 °C for 15 min, and the cells were collected from the supernatant of digested bone fragments, which represent endosteal bone marrow (EBM) cells.

### 2.4 Isolation of primary mouse osteoblasts and multipotent stromal cells

Mouse calvarial osteoblasts (OBCs) and multipotent stromal cells (MSCs) were obtained according to a previously published procedure [24, 28]. Briefly, for OBCs, after the calvaria of 48‐h‐old neonatal mice were treated with collagenase for 20 min, OBCs were collected from the suspension and then maintained in α‐MEM medium supplemented with 15% FBS and 50 μg·mL^−1^ vitamin C. For MSCs, mouse BM cells were collected and cultured with DMEM/F12 medium with 15% FBS for 2 days. After removing nonadherent cells, the adherent cells were identified as positive for MSC‐specific markers and were used in a co‐culture assay.

### 2.5 RNA sequencing analysis

Isolated AE9a leukemia cells were processed for RNA extraction. The sequencing libraries were constructed using the rRNA‐depleted RNA by NEBNext^®^ Ultra™ Directional RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA). After the evaluation of RNA‐seq libraries quality and cluster generation, the libraries were sequenced on an Illumina NovaSeq 6000 platform, and 150‐bp paired‐end reads were generated. The raw sequence data have been deposited in the GEO database under project accession number: GSE272010 and GSE272011.

### 2.6 Drug treatment for enrichment assay

1 × 10^6^ AE9a GFP^+^ cells were transplanted into sublethally irradiated C57BL/6 mice. On day 10 after transplantation, there were 10–20% GFP^+^ cells in peripheral blood. The mice in the Ara‐C treatment group received intraperitoneal injection of 500 mg·kg^−1^ Ara‐C once every 24 h for 3 days, and the mice in the control group were injected with PBS. The central and endosteal bone marrow cells were then collected 1 day after Ara‐C treatment, and GFP^+^ AE9a leukemia cells were sorted for further Ddit4 expression assay.

### 2.7 Generation of AE9a/*Ddit4* ^+/+^ and AE9a/*Ddit4* ^−/−^ cells

Bone marrow cells were obtained from 6‐ to 8‐week‐old *Ddit4* ^+/+^ (wild‐type, WT) or *Ddit4* ^−/−^ (*Ddit4* knockout) mice. c‐Kit positive cells were isolated using CD117 MicroBead Kit (Miltenyi Biotec, Bergisch Gladbach, Germany) and then transfected with AE9a retrovirus. After 48 h of culture posttransfection, GFP^+^ cells were sorted and used for subsequent co‐culture. GFP^+^ cells sorted from the cells transiently transfected with AE9a were designated as AE9a/*Ddit*4^+/+^ and AE9a/*Ddit4* ^−/−^. For leukemia development assay, 5 × 10^5^ GFP^+^ cells were injected into the tail vein of lethally irradiated (9Gy) C57BL/6 mice. Leukemia cells derived from transplanted mice that developed leukemia were designated as AE9a‐*Ddit*4^+/+^ and AE9a‐*Ddit4* ^−/−^.

### 2.8 Co‐culture of AE9a/*Ddit4* ^+/+^ and AE9a/*Ddit4* ^−/−^ cells with MC3T3‐E1 osteoblast cells

FACS sorted AE9a/*Ddit4* ^+/+^ and AE9a/*Ddit4* ^−/−^ cells were suspended in StemSpan SFEM (StemCell Technologies, Vancouver, BC, Canada) containing 20 ng·mL^−1^ mIL‐3, 20 ng·mL^−1^ mIL‐6, and 50 ng·mL^−1^ mSCF. MC3T3‐E1 osteoblast cells (2 × 10^5^ per well) were seeded in a 6‐well plate and cultured overnight in DMEM medium with 10% FBS. Subsequently, cell suspensions containing 1 × 10^6^ AE9a/*Ddit4* ^+/+^ or AE9a/*Ddit4* ^−/−^ cells were added onto MC3T3‐E1 cells in each well, respectively, and co‐cultured for 24 h (medium consists of SFEM and DMEM at volume ratio of 1 : 1), and then were used for G0 phase and colony formation assays.

### 2.9 G0 phase of cell cycle assay

Proportion of cells in G0 phase was determined as described previously [24]. Briefly, after the cells were stained with APC‐Ki67 and DAPI for 30 min, the proportion of cells in G0 phase was detected and analyzed by flow cytometry.

### 2.10 Colony formation assay

AE9a expressing cells were cultured in MethoCult M3434 (STEMCELL, Vancouver, BC, Canada) in 24‐well plates in triplicates (2 × 10^3^ per well) for 10 days. Counting of colonies, secondary, and tertiary colony‐forming unit cultures were performed as previously described [24].

### 2.11 Quantitative RT‐PCR

Total RNA was extracted using RNeasy Micro Plus kit (Qiagen, Hilden, Germany) and then reverse transcribed into cDNA. Quantitative RT‐PCR was performed on 7500 RT‐PCR System (Applied Biosystems, Thermo Fisher Scientific, Carlsbad, CA, USA) using SYBR Green PCR Master Mix. Expression levels of the target genes were normalized against GAPDH. 

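The mouse primer pairs of Table S1 were searched for in the transcripts of GENCODE release M21, an annotation of the mouse genome build GRCm38, with exact matches required for both primers. The Ddit4 pair, CTTCGTCCTCGTCTCGAACT and CCATCCAGGTATGAGGAGTCTTCC, matched the single annotated Ddit4 transcript, which has 3 exons and is 1755 bases long. The amplicon covers bases 239 to 413 of this transcript, a product of 175 bp that starts in exon 2 and ends in exon 3, so it crosses an exon junction. The Hoxa5 pair gave a product of 143 bp, the Hoxa6 pair 297 bp, the Hoxa9 pair 265 bp and the Hoxa10 pair 192 bp. For Hoxa4, the forward primer matched the annotated transcript and the reverse primer had no exact match in it. For Hoxa7, the reverse primer matched 4 of the 5 annotated transcripts and the forward primer matched none of them exactly.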

The primer sequences are listed in Table S1.

### 2.12 Western blot analysis

10^6^ mouse AE9a leukemia cells were lysed, and equivalent amounts of protein were run on 10% SDS/PAGE and transferred to nitrocellulose membrane. Membranes were blotted using anti‐DDIT4 antibody (Proteintech, Wuhan, China).

### 2.13 Limiting dilution transplantation assay

AE9a‐*Ddit4* ^+/+^ and AE9a‐*Ddit4* ^−/−^ GFP^+^ leukemia cells were transplanted into sublethally irradiated recipient mice in one of the following doses: 10^5^, 10^4^, 10^3^, and 10^2^ cells. The leukemia initiating frequency was calculated using the extreme limiting dilution analysis (ELDA) method. All recipient mice were 6‐ to 8‐week‐old female C57BL/6 mice.

### 2.14 Vectors construction and transduction

For DDIT4 overexpression, mouse *Ddit4* or human *DDIT4* fragment was amplified by PCR and subsequently subcloned into retroviral vector MSCV‐IRES‐RFP or lentiviral vector pCDH‐T2A‐GFP. Infectious retrovirus or lentivirus was prepared in 293T cells and collected at 48 and 72 h after transfection, and then, AE9a leukemia cells from established AE9a‐*Ddit4* ^−/−^ leukemia mice, as well as KG‐1a and Kasumi‐1 cells, were then transduced. Cells expressing GFP or RFP were sorted on FACS ArialII (BD Biosciences, San Jose, CA, USA) and utilized in subsequent experiments.

For re‐expression of Hoxa6, mouse *Hoxa6* was subcloned into retroviral vector MSCV‐IRES‐RFP (MSCV‐*Hoxa6‐*IRES‐RFP). AE9a leukemia cells were sorted from established AE9a‐*Ddit4* ^−/−^ leukemia mice and were then transfected with the prepared retrovirus.

### 2.15 CCK‐8 assay

Transfected Kasumi‐1 and KG‐1a cells were plated into 96‐well plates (1 × 10^4^ cells per well) and cultured for 24, 48, and 72 h. Ten microliters of CCK‐8 solution was added to each well and incubated at 37 °C for 4 h. Absorbance at 450 nm was subsequently measured. Each experimental condition was performed in triplicate and repeated three times.

### 2.16 Statistical analysis

Data were presented as mean ± SEM from triplicate experiments. Comparisons between two groups were determined using Student's unpaired *t*‐test. Survival curves were produced using the Kaplan–Meier estimates. *P* values < 0.05 were considered statistically significant differences.

## 3 Results

### 3.1 AE9a leukemia cells located in the endosteal region exhibit a transcriptional signature enriched in hypoxia and high *Ddit4* expression

AML1‐ETO fusion gene, which is generated by the chromosomal translocation t(8;21)(q22;q22), is one of the most frequent fusion genes found in AML patients. An alternatively spliced form of AML1‐ETO, AML1‐ETO9a (AE9a), was identified in t(8;21) AML patient samples. This variant has been demonstrated to exhibit potent leukemogenic activity in mouse model, and this AE9a mouse model closely mimics AML patients initiated by AML1‐ETO [29]. Like normal HSCs, LSCs appear to reside in endosteal BM niche and utilize hypoxic niche for their stemness maintenance. 

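The RNA-seq data behind the comparison of AE9a leukemia cells from endosteal bone marrow (EBM) and central bone marrow (CBM) comprise 6 libraries, with 3 from CBM and 3 from EBM. CBM cells were flushed from the bones. EBM cells were released from the remaining bone by collagenase at 37 °C, so the CBM cells did not go through the digestion. The authors made libraries from rRNA-depleted RNA and deposited the number of reads counted on each gene, without normalization, for 54532 genes. The paper's text does not name the aligner, the counting tool or the test used for the RNA-seq. Gene coordinates in the table were the same as in GENCODE M21 for 98.3% of the shared identifiers, which places them on the mouse genome build GRCm38. Counts on genes totalled 17078883, 18856418 and 19462964 in CBM replicates 1 to 3 and 18413131, 18097698 and 16436526 in EBM replicates 1 to 3. A floor of 3 counts corresponds to between 0.154 and 0.183 CPM, the counts scaled to library size. From the deposited counts, the 13352 genes that passed edgeR's filter on low counts were normalized by the TMM method and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment. EBM and CBM libraries carry the same replicate numbers, and edgeR's quasi-likelihood fit and the gene list scores from it were therefore also run with the replicate number as a block. Deviations from the group means correlated across genes with r of 0.68 between the libraries numbered 1, -0.20 between those numbered 2 and 0.20 between those numbered 3. Among CBM and EBM libraries of different numbers the largest r was 0.51, between CBM replicate 2 and EBM replicate 3. The mean r was 0.225 for pairs of the same number and -0.116 for pairs of different numbers. Deviations from a group mean cancel within the group, so the second mean largely follows from the first. It adds no separate evidence of pairing. No pair of libraries of a group was the same within sampling noise, since their counts differed by a chi-square of at least 14.7 per degree of freedom. Gene lists were scored by pre-ranked gene set enrichment, with genes ranked by the signed square root of edgeR's F statistic and 10000 gene permutations. The lists stand in for the gene sets of Fig. 1C–E. They were written from general knowledge, and their members were not compared with the sets the authors used.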

To determine the molecular mechanism that regulating the stemness of leukemia cells, firstly, based on AE9a leukemia mouse model, we performed RNA‐seq analyses on leukemia cells isolated from collagenase treated bone (endosteal BM, EBM) and conventional flushed BM (central BM, CBM) of AE9a leukemia mice, respectively (Fig. 1A). AE9a cells in these two BM regions displayed different expression patterns (Fig. 1B). 

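In the 6 libraries, 0 genes differed between EBM and CBM at an adjusted p under 0.05 in edgeR's quasi-likelihood test, where the smallest adjusted p was 0.0583. At an unadjusted p under 0.05 there were 1056 genes, of which 535 were higher and 521 lower in EBM. With the replicate number as a block the count at an adjusted p under 0.05 was again 0, with 1203 genes at an unadjusted p under 0.05. DESeq2 called 175 genes at an adjusted p under 0.05, of which 131 were higher and 44 lower in EBM. Of these, 174 were also tested by edgeR and all 174 changed in the same direction there. The CPM of EBM and CBM libraries did not overlap for 2020 of the 13352 genes, or 15.1%, where chance gives 10% for 3 libraries against 3. In a principal component analysis of log2 CPM the first component held 53.0% of the variance and did not separate the regions, with scores of 38.5, -42.9 and -5.8 in CBM replicates 1 to 3 and 36.4, 19.8 and -46.0 in EBM replicates 1 to 3. The second component, with 19.7% of the variance, did separate them, since its scores were 22.8, 3.6 and 31.5 in CBM and -22.2, -20.9 and -14.8 in EBM.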

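For the response to hypoxia, 130 of the 200 genes of the hypoxia response list were counted highly enough to be tested. The list had a normalized enrichment score of 1.62 towards EBM (gene permutation p = 0.00144, adjusted p = 0.00240 over the 5 lists planned). With the replicate number as a block, the score was 1.76 (gene permutation p = 0.000334). Of the 130 genes, 86 were higher and 44 lower in EBM, with a median log2 fold change of 0.12. At an unadjusted p under 0.05 in edgeR's test, 11 genes were higher and 4 lower, and none passed an adjusted p of 0.05 over the list. The list's mean log2 CPM, taken after subtracting each gene's mean over the 6 libraries, was 0.158, -0.259 and -0.154 in CBM replicates 1 to 3 and 0.204, 0.259 and -0.209 in EBM replicates 1 to 3. The ranges of the regions overlapped, and EBM replicate 3 lay below CBM replicates 1 and 3. When the sample labels were permuted instead of the genes, the difference in the list's mean had an exact two-sided p of 0.4, in a design whose smallest possible p is 0.1. A shorter list of HIF target genes, of which 27 were tested, scored 1.32 (gene permutation p = 0.124). Besides Ddit4, the list genes higher in EBM with the smallest p included Ccng2 (67.3 ± 10.0 CPM in EBM and 47.6 ± 2.97 in CBM, SD, n = 3 each), Wsb1 and Hdlbp. Their log2 fold changes were 0.50 for Ccng2, 0.45 for Wsb1 and 0.30 for Hdlbp, each with an adjusted p between 0.368 and 0.434 in edgeR's quasi-likelihood test.

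**Figure D1:**
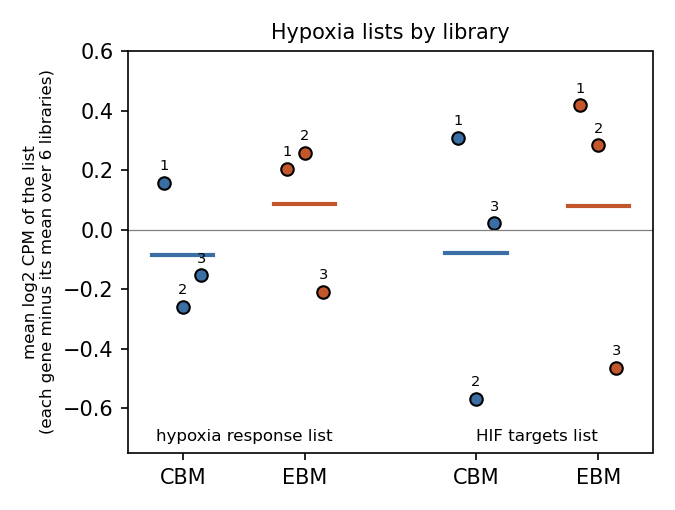
Mean log2 CPM of the hypoxia response list and of the HIF target list in each library, after subtracting each gene's mean over the 6 libraries. Points are libraries with their replicate number and lines are group means. CBM replicate 2 and EBM replicate 3 are the lowest libraries of their regions in both lists.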

As expected, Gene Set Enrichment Analysis (GSEA) identified that highly expressed transcripts in endosteal AE9a cells were significantly enriched in the genes upregulated in response to hypoxia (Fig. 1C). Among the most differentially expressed genes in hypoxia response, it was noted that *Ddit4* was significantly more highly expressed in endosteal AE9a cells (Fig. 1C). 

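Ddit4 (ENSMUSG00000020108) lies on the minus strand of chromosome 10 of GRCm38, from 59949669 to 59951834, with its coding sequence between 59950539 and 59951512. Its counts were 756, 618 and 728 in CBM replicates 1 to 3 and 1039, 1025 and 803 in EBM replicates 1 to 3. After TMM normalization this was 37.2 ± 5.33 CPM in CBM (SD, n = 3) and 55.3 ± 3.24 CPM in EBM (SD, n = 3), a 1.49-fold difference. Every EBM library was above every CBM library (exact permutation test, two-sided p = 0.1, the smallest p that 3 against 3 allow). The log2 fold change was 0.57 with a standard error of 0.13, an unadjusted p of 0.00332 and an adjusted p of 0.304 over all genes in edgeR's quasi-likelihood test. Adjusted over the 130 tested genes of the hypoxia response list alone, the edgeR p was 0.160. With the replicate number as a block, the log2 fold change was 0.58 (edgeR adjusted p = 0.390). DESeq2 gave a log2 fold change of 0.58 with a standard error of 0.165 and an adjusted p of 0.0367. By p-value Ddit4 ranked 145 among the 13352 genes tested and 1 among the list's genes higher in EBM, and 14 genes of the list had a larger log2 fold change.

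**Figure D2:**
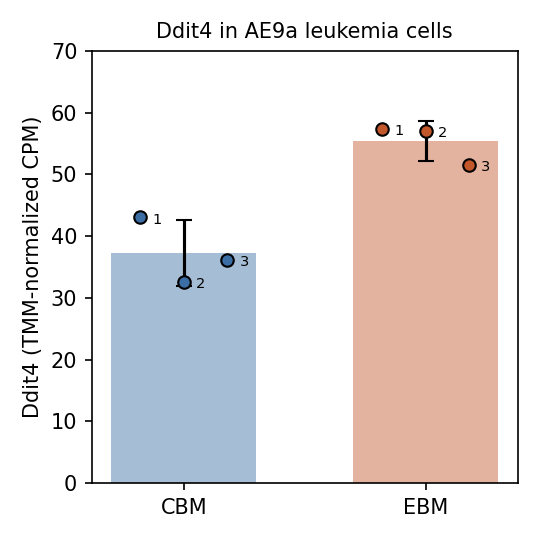
Ddit4 expression in AE9a leukemia cells, in TMM-normalized CPM, for the 3 CBM and 3 EBM libraries. Bars are means, error bars are SD and points are libraries with their replicate number. The EBM libraries lie between 51.6 and 57.4 CPM and the CBM libraries between 32.5 and 43.0 CPM.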

As a negative regulator of mTOR, DDIT4 plays a key role in triggering autophagy under cellular stress. Therefore, we also analyzed the transcriptional signatures response to autophagy. For the differentially expressed transcripts in endosteal AE9a cells, significant enrichment of genes in GO biological process categories ‘Autophagy of Mitochondrion’ and ‘Autophagosome organization’ was noted (Fig. 1D). 

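In the list written for autophagy of mitochondrion, 74 genes were tested and the normalized enrichment score towards EBM was 2.11 (gene permutation p = 0.000185, the smallest the permutations can give, adjusted p = 0.000927 over the 5 lists). Of these genes 56 were higher and 18 lower in EBM, with a median log2 fold change of 0.09. With the replicate number as a block the score was 1.98. For autophagosome organization, 93 genes were tested with a score of 1.51 (gene permutation p = 0.00764, adjusted p = 0.00955), and with the block it was 1.49 (gene permutation p = 0.0150). In that list 61 genes were higher and 32 lower. Ranking genes by the signal-to-noise ratio on log2(CPM + 1) in place of edgeR's statistic gave scores of 1.42 for mitophagy (gene permutation p = 0.0238) and 0.82 for the autophagosome list (gene permutation p = 0.898). Permuting the 6 sample labels gave an exact two-sided p of 0.1 for the mitophagy list's mean, the smallest this design allows, and 0.3 for that of the autophagosome list. Sqstm1 and Gabarapl1, which are members of both lists, had the smallest p. Sqstm1 was 286 ± 39.9 CPM in CBM and 506 ± 47.7 CPM in EBM (SD, n = 3 each), a log2 fold change of 0.82 (edgeR adjusted p = 0.170 over all genes). It was the 1 gene of the mitophagy list with an adjusted p under 0.05 over that list alone, and the autophagosome list had 0, with 7 higher and 1 lower at an unadjusted p under 0.05. Gabarapl1 had a log2 fold change of 0.46 (edgeR adjusted p = 0.331). Next by p were Ulk1, Gabarap and Atg12 in the mitophagy list and Atg16l2, Ulk1 and Gabarap in the autophagosome list, with log2 fold changes between 0.32 and 0.78.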

DDIT4 acts as a negative regulator of mTOR pathway in response to cellular stress, a mechanism consistent with the inhibitory effect of rapamycin on mTOR activity. Our analysis results indeed also showed that the genes upregulated in AE9a cells isolated from the endosteum displayed a transcriptional signature that was upregulated by rapamycin (Fig. 1E). 

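The genes of the rapamycin set of Fig. 1E are not listed in the paper's text and that set was not analysed here. Related lists were scored instead, of genes known to respond to mTORC1 in other settings. Lysosomal targets of TFEB rise when mTORC1 is inhibited. In this list 35 genes were tested and the normalized enrichment score towards EBM was 1.52 (gene permutation p = 0.0278, adjusted p = 0.0278 over the 5 lists), or 1.56 with the replicate number as a block. Over this list alone 4 genes had an adjusted p under 0.05, of which 3 were higher and 1 lower in EBM. Of its genes 25 were higher and 10 lower in EBM, led by Sqstm1 and by Gla, which had a log2 fold change of 0.69 (edgeR adjusted p = 0.303). After these came Gabarapl1, Fnip1 and Atp6v1h. Targets of ATF4 and SREBP that mTORC1 activates fall when it is inhibited. In this list of mTORC1 outputs, also with 35 genes tested, 29 genes were higher and 6 lower in EBM. Its score towards EBM was 1.92 (gene permutation p = 0.000767, adjusted p = 0.00192), or 1.93 with the block. The genes with the smallest p included Trib3, Insig1, Slc3a2 and Hmgcs1, with log2 fold changes of 1.44, 0.96, 0.42 and 1.26 and edgeR adjusted p between 0.420 and 0.596. Permuting the 6 sample labels, the means of the TFEB list and the mTORC1 output list had exact two-sided p-values of 0.4 and 0.3.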

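The size of the Ddit4 difference changed little with the analysis, while its adjusted p depended on the method. Over the 22 alternative analyses of the same counts the log2 fold change stayed between 0.48 and 0.69. With each library left out in turn it covered this same range, and edgeR's adjusted p lay between 0.297 and 0.985. The adjusted p was under 0.05 in 3 of the 22 alternatives. Between libraries of the same replicate number, log2 CPM of Ddit4 was higher in EBM by 0.41, 0.81 and 0.51 for replicates 1, 2 and 3. From the RNA-seq data of Fig. 1 the paper proposes that leukemia cells in the endosteal region induce DDIT4.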

The data indicate that the expression of DDIT4 could be induced and upregulated in AE9a leukemia cells located in the endosteal region. We further validated DDIT4 expression levels in leukemia cells isolated from the endosteal BM and central BM. As shown in Fig. 1F,G, the expression of DDIT4 in EBM AE9a cells was significantly higher than that in CBM AE9a cells, and this increase was identified at both mRNA and protein levels. These results are consistent with the DDIT4 expression patterns identified by RNA‐seq analysis.

**Fig. 1:**
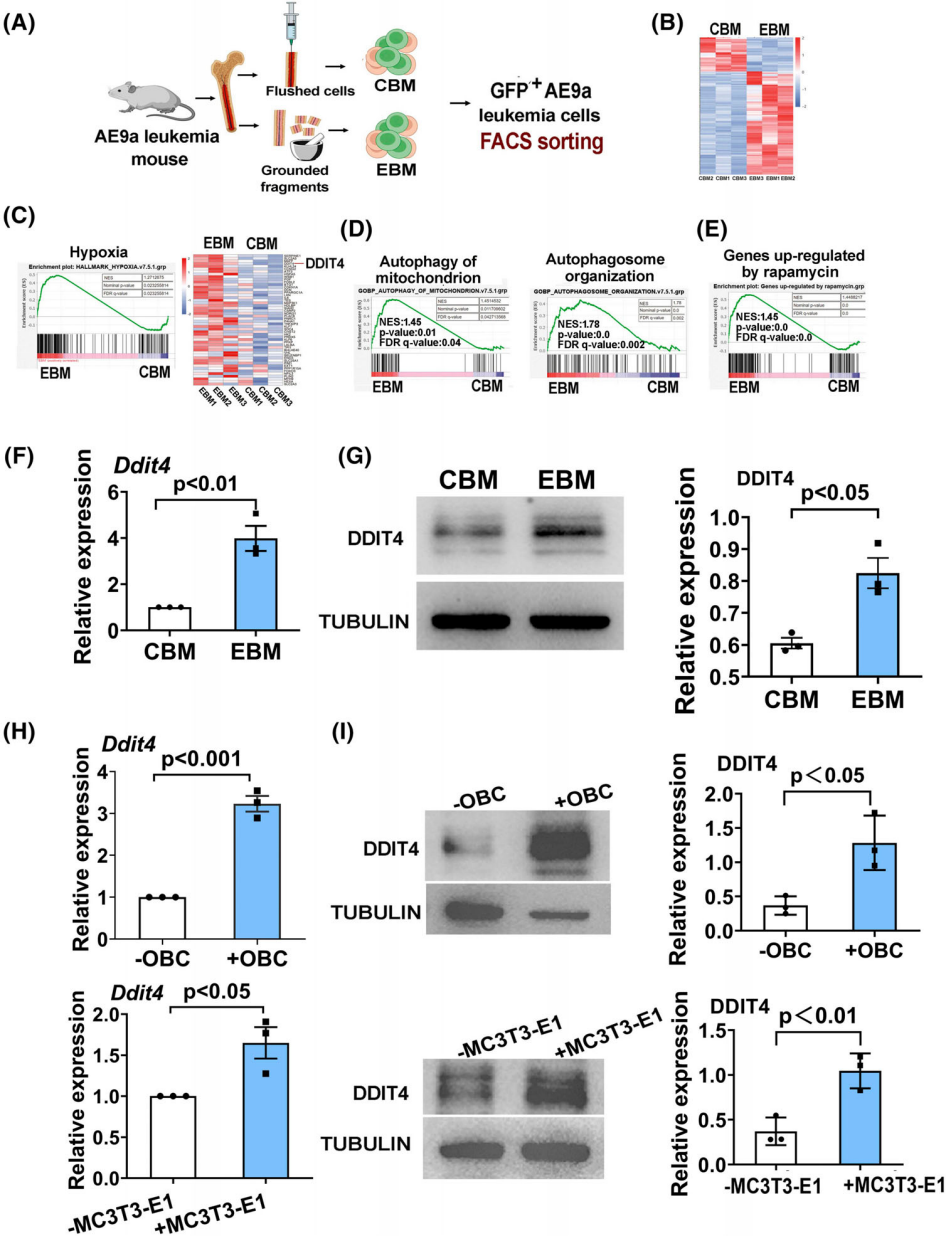
AE9a leukemia cells located in endosteal region display transcriptional response to hypoxia and upregulated *Ddit4* expression. CBM, central bone marrow; EBM, endosteal surface of bone marrow. OBC: mouse calvarial osteoblast. (A) Experimental scheme showing isolation of AE9a leukemia cells in CBM and EBM. (B) Heatmaps of the differentially expressed genes between CBM and EBM group. (C) Gene Set Enrichment Analysis (GSEA) plots showing enrichment of genes related to hypoxia in AE9a leukemia cell in EBM relative to that in CBM and the heat map of genes in hypoxia gene set. (D, E) GSEA plots of enriched genes involved in regulation response related to DDIT4, including autophagy of mitochondrion, autophagosome organization and genes upregulated by rapamycin. (F) qRT‐PCR analysis of *Ddit4* expression levels in AE9a leukemic cells isolated from CBM and EBM. *P* < 0.01. (G) Protein levels of DDIT4 in AE9a leukemia cells in AE9a leukemic cells isolated from CBM and EBM. *P* < 0.05. (H) qRT‐PCR analysis of relative expression of *Ddit4* in AE9a leukemia cells co‐cultured with mouse osteoblast cells and osteoblast cell line. Upper panel *P* < 0.001, Lower panel *P* < 0.05. (I) Protein levels of DDIT4 in AE9a leukemia cells co‐cultured with mouse osteoblast cells and osteoblast cell line. Left panel: representative western blot image of DDIT4 from three independent experiments. Right panel: relative protein levels of DDIT4. Upper panel *P* < 0.05, Lower panel *P* < 0.01. The values were calculated by the ratio of the band density of DDIT4 to that of internal control, and the band density was analyzed using Image J software (G, I). Data are presented as the mean ± SEM from three independent experiments (F–I). Each dot represents the value from an individual, with a total of three individuals included. The statistical significance were determined using Student's unpaired *t*‐test (F–I).

To further confirm the effect of upregulated DDIT4 in AE9a leukemia cells by the endosteal region, we measured DDIT4 expression levels in AE9a cells co‐cultured with mouse OBC and BM MSC cells, as well as the mouse osteoblast cell line MC3T3‐E1 and MSC cell line OP9. The qRT‐PCR and western blot analyses showed that when co‐cultured with OBC and MC3T3‐E1 cells, AE9a cells had a significantly increased expression of DDIT4 (Fig. 1H,I), while there was no significant DDIT4 upregulation effect in AE9a cells when co‐cultured with MSC or OP9 cells (Fig. S1A,B). These results confirmed that in leukemia cells, DDIT4 could be induced in the endosteal BM and suggested that DDIT4 might participate in the stemness maintenance of leukemia cells in the hypoxic BM niche.

### 3.2 *DDIT4* expression identifies human AML patients with a transcriptional signature involved in hypoxia, quiescence, and LSC stemness

To demonstrate whether DDIT4 plays a role in human AML, we analyzed the data from the TCGA publicly available transcriptional database of adult AML patients. Based on this public database, a total of 113 AML patients were divided into two groups based on the median expression level of *DDIT4*, and the gene expression profile was compared between patients with high and low transcriptional expression of *DDIT4*. GSEA revealed that the high *DDIT4* expression group was highly enriched for hypoxia, autophagy of mitochondrion, and transcriptional signatures that were upregulated by rapamycin, which exhibited a relatively similar gene profile to mouse AE9a cells in the endosteal (Fig. 2A). These transcriptional signatures in the high *DDIT4* expression group were also validated in another adult AML patient cohort from the HOVON public database (Fig. S2). Specifically, patients with high *DDIT4* expression exhibited superiority in cell quiescence and LSC stemness (Fig. 2B). These data suggest that DDIT4 is not only associated with hypoxia but also modulates cell quiescence and stemness of LSCs in AML.

**Fig. 2:**
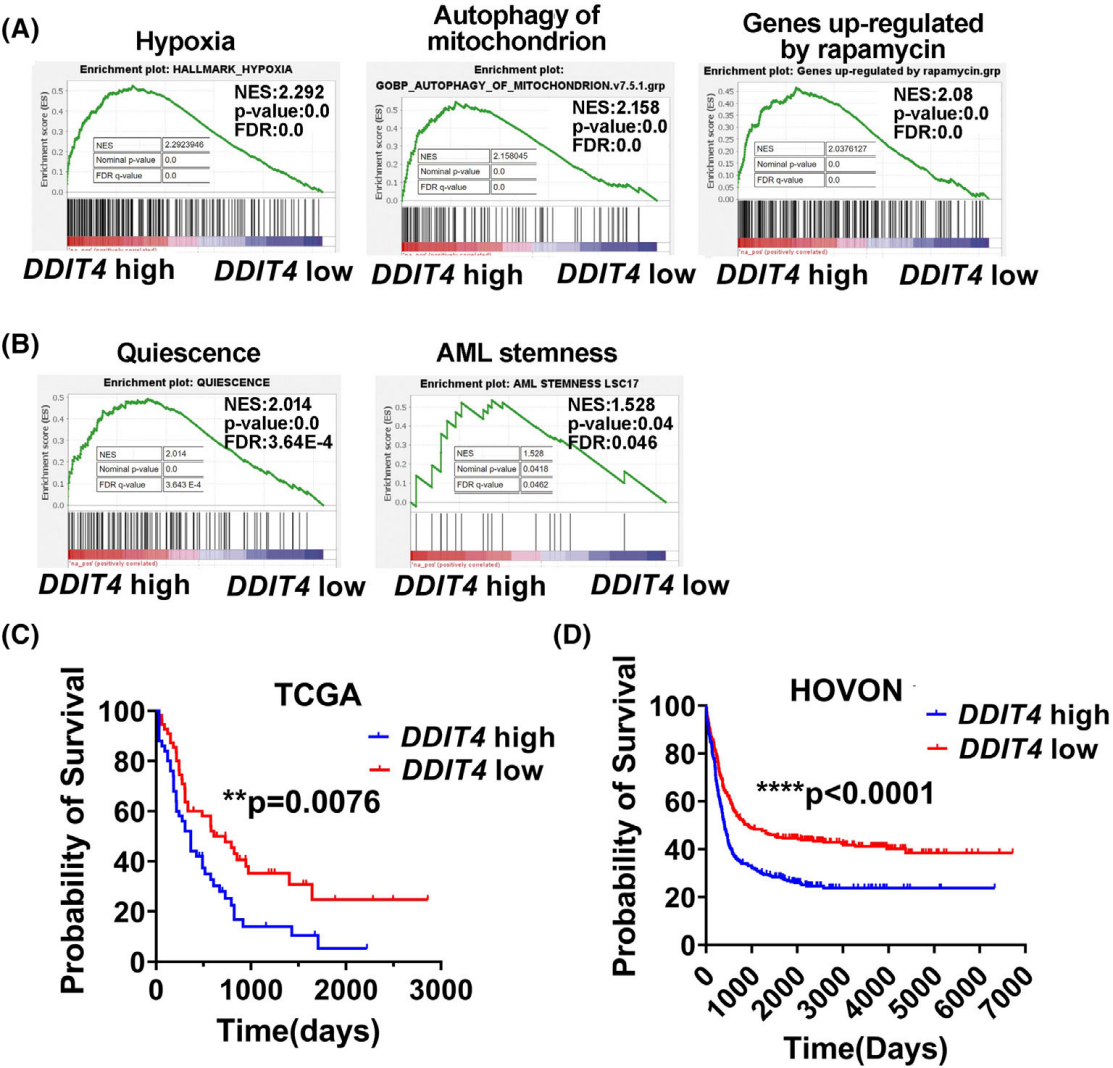
Gene Set Enrichment Analysis (GSEA) of transcriptional data and survival analysis of human adult acute myeloid leukemia (AML) patients based on *DDIT4* expression level. The gene expression profile and survival data of AML patients were downloaded from the TCGA database and the HOVON (E‐MTAB‐3444) dataset. Patients were assigned to high and low DDIT4 expression groups based on the median expression level. In TCGA AML cohort, high group: *n* = 56, low group: *n* = 57. In HOVON AML cohort, high group: *n* = 304, low group: *n* = 304. AML: acute myeloid leukemia. (A) GSEA plots showing enrichment of genes involved in hypoxia, autophagy of mitochondrion, and transcriptional signature that is upregulated by rapamycin in adult AML patients with high *DDIT4* expression (TCGA AML cohort). (B) Enrichment plot for quiescence and stemness related genes from GSEA of AML patients with high *DDIT4* expression (TCGA AML cohort). (C, D) Overall survival (OS) based on human *DDIT4* expression of adult leukemia patients from the TCGA AML cohort (C) and HOVON AML cohort (D). The statistical significance of survival was determined using the log‐rank (Mantel‐Cox) test (C, D). (C: *P* = 0.0076, D: *P* < 0.0001).

We then performed a Kaplan–Meier survival analysis with this TCGA AML cohort based on *DDIT4* expression levels. The overall survival time in AML patients with high *DDIT4* level (*n* = 57) was significantly shorter than that of those with low *DDIT4* expression (*n* = 56) (*P* < 0.01, Fig. 2C), indicating that a higher *DDIT4* level in leukemia cells is associated with worse prognosis. The association of overall survival with *DDIT4* expression was also validated in the AML patient cohort from the HOVON public database (*n* = 304 in each group, *P* < 0.0001, Fig. 2D). These help to support the hypothesis that DDIT4 may be involved in the chemoresistance and stemness of leukemia cells.

### 3.3 Leukemia cell stemness is highly dependent on DDIT4

In order to demonstrate the role of DDIT4 in leukemia cell stemness, we explored the function of DDIT4 in chemoresistance, quiescence, and self‐renewal of AE9a leukemia cells. Using an AE9a leukemia mouse model, we first determined whether *Ddit4* high‐expressing cells could resist chemotherapy. AE9a leukemia mice were treated with Ara‐C for 3 days, and then, *Ddit4* expression levels were determined in the EBM leukemia cells from Ara‐C treated and untreated mice (Fig. 3A). As shown in Fig. 3B, in Ara‐C treated AE9a leukemia mice, *Ddit4* expression in EBM leukemia cells was significantly higher than that in untreated mice. The median level in the Ara‐C treated group was 1.9‐fold higher than that in the untreated group, which indicated that high *Ddit4* expressing leukemia cells in EBM could be enriched by drug treatment. The chemo‐enrichment was not found in CBM leukemia cells (Fig. S3A), which might be due to the fact that high *Ddit4* expressing cells mainly located in EBM.

**Fig. 3:**
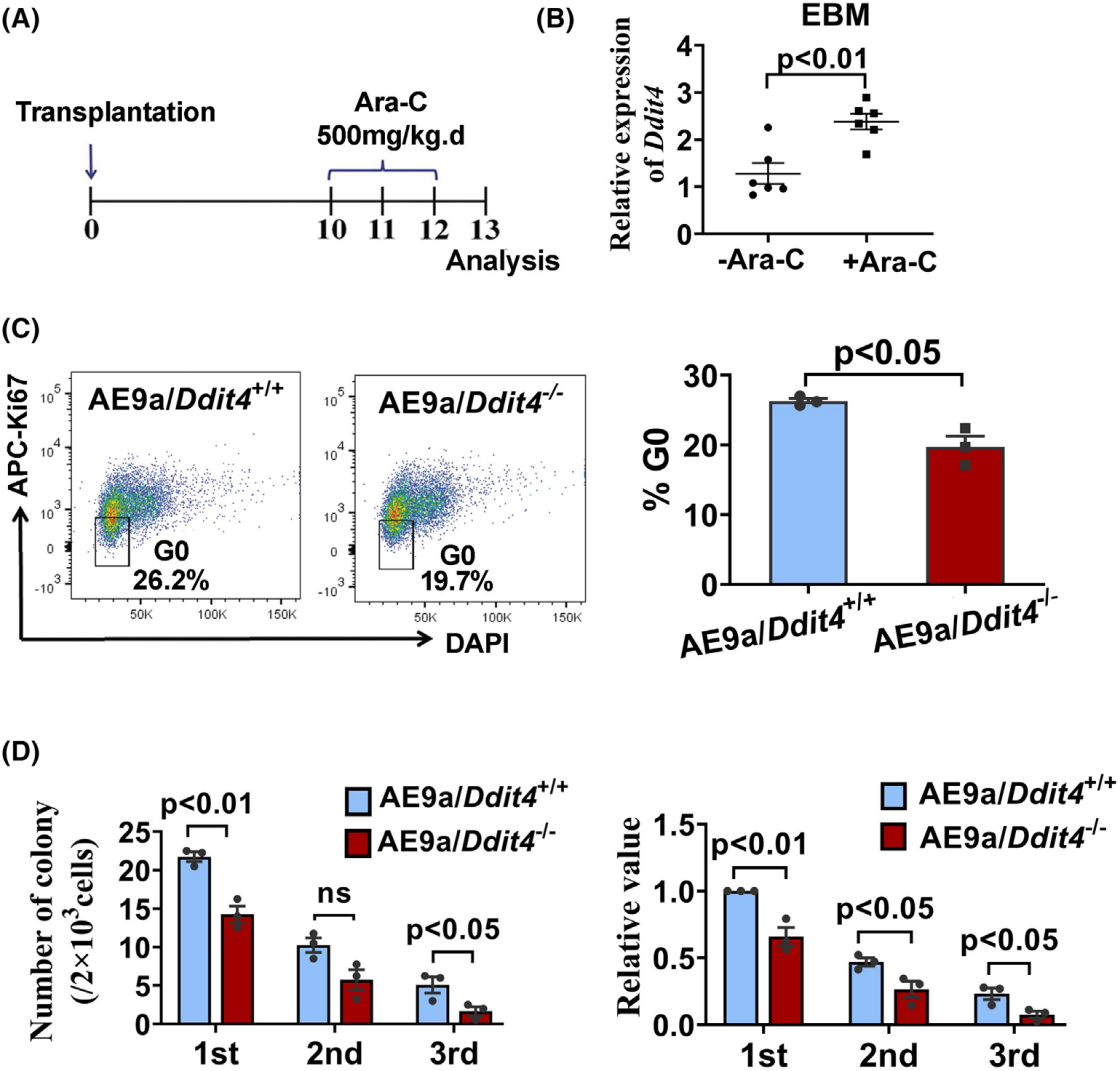
Chemoresistance of Ddit4 high‐expressing AE9a leukemia cells and reduction of G0 cell cycle phase and colony formation ability in AE9a expressed HSPCs of *Ddit4* deficient mice. (A) Ara‐C treatment regimen in AE9a leukemia mice. (B) Increased expression of *Ddit4* in AE9a cells in Ara‐C treated AE9a mice. Expression of *Ddit4* in AE9a cells in EBM from Ara‐C treated or untreated mice was determined by qRT‐PCR, and the data are presented as the mean ± SEM in one representative analysis (*n* = 6) of three independent experiments (*P* < 0.01). (C) G0 phase of the cell cycle analysis on AE9a transduced HSPCs from WT and *Ddit4* knockout mice. Left panel: Representative FACS plot for G0 phase analysis from three independent experiments. Right panel: The percentage of cells in G0 phase. Data are presented as the mean ± SEM from three independent experiments (*P* < 0.05). Each dot represents the relative value of the ratio of cells in G0 phase from one experiment. (D) Colony formation ability of AE9a transduced HSPCs from WT and *Ddit4* knockout mice. Left panel: Data are presented as the mean ± SEM from three independent experiments. Each dot represents the average absolute colony numbers per well (*n* = 4 in each group) from an individual, with a total of three individuals included. 1st: *P* < 0.01; 2nd: not significant; 3rd: *P* < 0.05. Right panel: Data are presented as the mean ± SEM from three independent experiments. Each dot represents the relative value of colony numbers divided by that of AE9a/*Ddit4* ^+/+^ group in the first round. (1st: *P* < 0.01; 2nd: *P* < 0.05; 3rd: *P* < 0.05). FACS sorted AE9a/*Ddit4* ^+/+^ or AE9a/*Ddit4* ^−/−^ cells were co‐cultured with MC3T3‐E1 osteoblast cells for 24 h, followed by G0 phase analysis and colony formation assays (C, D). The statistical significance was determined using Student's unpaired *t*‐test (B–D). HSPCs: hematopoietic stem and progenitor cells. EBM: endosteal surface of bone marrow.

We next examined the role of DDIT4 in quiescence maintenance and self‐renewal of leukemia cells *in vitro*. Hematopoietic stem and progenitor cells (HSPCs) from *Ddit4* knockout (*Ddit4* ^−/−^) mice were used to evaluate the effect of *Ddit4* deletion on the properties of AE9a transfected HSPCs. c‐Kit^+^ cells from BM of *Ddit4* ^−/−^ and *Ddit4* ^+/+^ (WT) mice were transduced with AE9a by retroviral infection, respectively. Cell cycle analysis showed that there was no significant difference in the percentage of cells at G0 phase in GFP^+^ AE9a expression cells between AE9a/*Ddit4* ^+/+^ and AE9a/*Ddit4* ^−/−^ cells (Fig. S3B). Considering that due to the cells from *Ddit4* ^+/+^ and *Ddit4* ^−/−^ mice being cultured *in vitro* without the support of an *in vivo* environment, DDIT4 expression level in AE9a/*Ddit4* ^+/+^ cells may have declined, we then co‐cultured AE9a/*Ddit4* ^+/+^ and AE9a/*Ddit4* ^−/−^ cells with osteoblast cell MC3T3‐E1 for 24 h, respectively. After being co‐cultured with MC3T3‐E1, compared with AE9a/*Ddit4* ^+/+^ cells, AE9a/*Ddit4* ^−/−^ cells exhibited a significantly lower percentage of cells in G0 phase (Fig. 3C). This result indicates that *Ddit4* deletion leads to a decrease in the quiescence maintenance ability of AE9a expressing HSPCs. When cultured without MC3T3‐E1, AE9a/ *Ddit4* ^+/+^ cells exhibited a low DDIT4 expression level, and similar ratios of cells in G0 phase were found in AE9a/*Ddit4* ^+/+^ and AE9a/*Ddit4* ^−/−^ cells. Taken together, these results suggest that quiescence maintenance in AE9a transfected HSPCs is dependent on DDIT4 expression.

Furthermore, we performed a serial colony formation assay to determine the role of DDIT4 in self‐renewal *in vitro*. Under the conditions mentioned above, when precultured without MC3T3‐E1, AE9a/*Ddit4* ^−/−^ cells formed a lower number of colonies than those of AE9a/*Ddit4* ^+/+^ cells in the first round of the colony culture, but the difference was not significant (Fig. S3C). While co‐cultured with MC3T3‐E1, compared with AE9a/*Ddit4* ^+/+^ cells, AE9a/*Ddit4* ^−/−^ cells produced significantly fewer colonies in the first, second, and third rounds of the colony culture (Fig. 3D). AE9a/*Ddit4* ^−/−^ cells exhibited decreased re‐plating potential, indicating that *Ddit4* deletion attenuated self‐renewal capacity *in vitro*. Collectively, these results support the hypothesis that DDIT4 is essential for chemoresistance, quiescence, and self‐renewal of leukemia cells.

### 3.4 *Ddit4* deficiency leads to a defect in AE9a‐induced leukemia development

Self‐renewal is critical for leukemia initiation. To elucidate the role of DDIT4 in the self‐renewal of leukemia cells, we further examined the effect of deletion of *Ddit4* in AE9a‐induced leukemogenesis. HSPCs derived from *Ddit4* ^+/+^ and *Ddit4* ^−/−^ mice were used to establish AE9a‐induced leukemia models. c‐Kit^+^ cells sorted from BM of *Ddit4* ^+/+^ and *Ddit4* ^−/−^ mice were transfected with AE9a, respectively, then equal numbers of GFP^+^ cells in AE9a‐*Ddit4* ^+/+^ and AE9a‐*Ddit4* ^−/−^ groups were transplanted into lethally irradiated recipient mice (Fig. 4A). The percentage of GFP^+^ cells in the peripheral blood (PB) of each mouse was monitored for 15 months. The percentages of monitored GFP^+^ cells in PB of the representative mouse with the median survival time in each group were shown in Fig. 4B. As shown in Fig. 4C, elevated circulating GFP^+^ cells in PB (41%) were observed from day 201 after transplantation (range: day 201 to > day 389; median: days 389) in the AE9a‐*Ddit4* ^+/+^ group (*n* = 10). Following a rapid increase in GFP^+^ cells, AE9a‐*Ddit4* ^+/+^ mice exhibited a more immature myeloid phenotype and subsequently progressed to leukemia (Fig. S4A). However, in the AE9a‐*Ddit4* ^−/−^ group (*n* = 10), the proportion of GFP^+^ cells in PB remained consistently at a low level, and a marked elevation was not observed until day 338 (range: Day 338 to > Day 450, median: > Day 450) after transplantation (Fig. 4C). Until 450 days, 9 of 10 mice developed leukemia in the AE9a‐*Ddit4* ^+/+^ group, while in the AE9a‐*Ddit4* ^−/−^ group, only 2 of 10 mice developed leukemia with a similar pathology and immunophenotype to AE9a‐*Ddit4* ^+/+^ mice (Fig. S4B). Survival analysis showed that the median survival time of AE9a‐induced leukemia was significantly prolonged by deletion of *Ddit4* (Fig. 4D). Western blot analysis confirmed the complete lack of DDIT4 expression in AE9a‐*Ddit4* ^−/−^ leukemia cells (Fig. 4E). These results demonstrate that DDIT4 deficiency can significantly impede AE9a‐induced leukemia development and suggest that DDIT4 takes an important role in leukemia initiation.

**Fig. 4:**
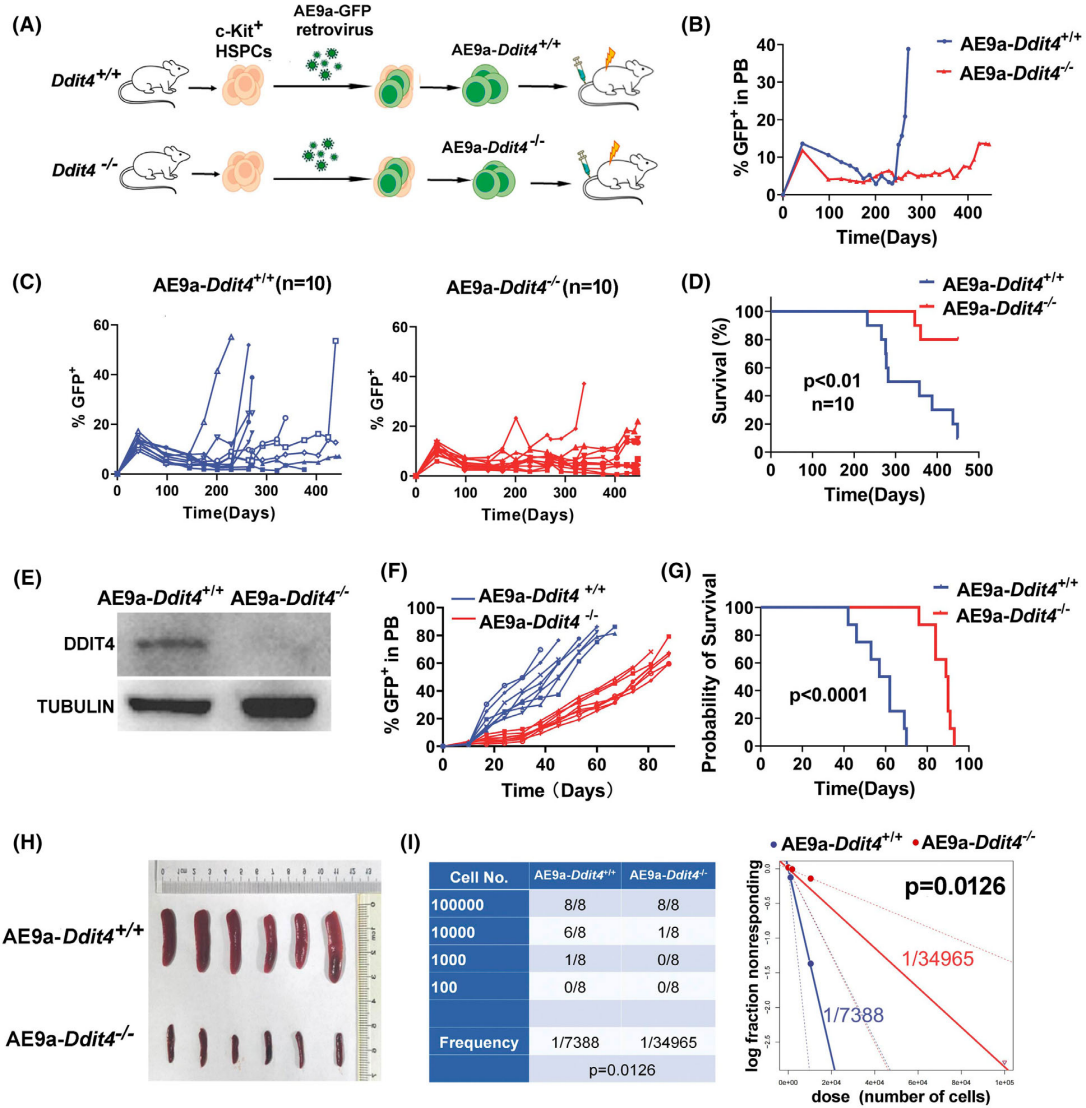
*Ddit4* deficiency results in a defect in AE9a‐induced leukemia initiation and development. (A) Experimental schema showing transplantation of AE9a retroviral infected HSPCs from *Ddit4* ^+/+^ and *Ddit4* ^−/−^ mice, respectively. (B) Dynamic monitoring of the percentage of GFP^+^ cells in the peripheral blood of mice transplanted with AE9a‐transfected HSPCs‐*Ddit4* ^+/+^ or HSPCs‐*Ddit4* ^−/−^. Circulating GFP^+^ cells in one representative mouse with the median survival time from each group are presented (*n* = 10 mice for each group). (C) Dynamic monitoring of the percentage of GFP^+^ cells in the peripheral blood of all mice transplanted with AE9a‐transfected HSPCs (*Ddit4* ^+/+^ or *Ddit4* ^−/−^) (*n* = 10 in each group). (D) Kaplan–Meier survival curves of recipient mice transplanted with AE9a‐transfected HSPCs from *Ddit4* ^+/+^ and *Ddit4* ^−/−^ mice (*n* = 10 mice for each group, *P* < 0.01). (E) Representative image of western blot analysis showing DDIT4 is deficient in AE9a‐*Ddit4* ^−/−^ leukemia cells from the transplanted mice that developed leukemia. The representative image was from three independent experiments with similar results. (F) Proportion of GFP^+^ cells in the peripheral blood of the secondary transplanted mice transplanted with AE9a‐*Ddit4* ^+/+^ and AE9a‐*Ddit4* ^−/−^ BM cells from the primary leukemia mice (*n* = 8 mice for each group). (G) Kaplan–Meier survival analysis of leukemia development of the secondary transplanted mice in AE9a‐*Ddit4* ^+/+^ and AE9a‐*Ddit4* ^−/−^groups (*n* = 8 mice for each group, *P* < 0.0001). A total of 5 × 10^5^ AE9a‐*Ddit4* ^+/+^ and AE9a‐*Ddit4* ^−/−^ leukemia cells, derived from the primary established leukemia mice (F0 generation), were transplanted into recipient mice, respectively (F, G). (H) Representative images of spleens from secondary transplanted mice in AE9a‐*Ddit4* ^+/+^ and AE9a‐*Ddit4* ^−/−^groups from three independent experiments with similar results. The spleens of the mice in two groups were separated and observed at the same time when AE9a‐ *Ddit4* ^+/+^ leukemia cells transplanted mice had a high circulating GFP^+^ cells (*n* = 6 mice for each group). (I) Reduced LSC frequency of AE9a‐*Ddit4* ^−/−^ leukemic cells. Limiting dilution transplantation experiments were performed with bone marrow cells from primary AE9a‐*Ddit4* ^+/+^ and AE9a‐*Ddit4* ^−/−^ cells transplanted leukemic mice. Left panel: different numbers of cells used for the transplantation and the number of mice that developed leukemia at each dose group. Right panel: graph shows the frequency of LSCs in AE9a‐*Ddit4* ^+/+^ and AE9a‐*Ddit4* ^−/−^ leukemic cells (*P* = 0.0126). The frequency of the LSCs was calculated using the ELDA software. The statistical significance was determined by a likelihood ratio test based on the Poisson limiting dilution model in ELDA software. The statistical significance of survival was determined using the log‐rank (Mantel‐Cox) test (D, G). HSPCs: hematopoietic stem and progenitor cells. BM, bone marrow; LSCs, leukemia stem cells.

To further assess whether DDIT4 is necessary for AML leukemia maintenance, we performed secondary transplantation. The same numbers of AE9a‐*Ddit4* ^+/+^ and AE9a‐ *Ddit4* ^−/−^ GFP^+^ leukemia cells were transplanted into sublethally irradiated recipients, respectively. As shown in Fig. 4F, after transplantation, circulating GFP^+^ cells in the AE9a‐*Ddit4* ^+/+^ group were higher than those in the AE9a‐*Ddit*4^−/−^ group at each time point. In the observation of survival, in the AE9a‐*Ddit4* ^+/+^ group, all recipient mice developed leukemia with a median survival time of 59.5 days, and all mice died before Day 70, whereas at that time point, in the AE9a‐*Ddit4* ^−/−^ group, none of the mice developed leukemia. The mice in the AE9a‐*Ddit4* ^−/−^ group developed leukemia with a median latency of 89.5 days. AE9a‐*Ddit4* ^−/−^ mice displayed significantly extended latency compared with AE9a‐*Ddit4* ^+/+^ mice (Fig. 4G). Once a mouse transplanted with AE9a‐*Ddit4* ^+/+^ leukemia cells showed a high circulating GFP^+^ cell count (defined as > 80% GFP^+^ cells in PB), all six recipient mice in each group (total 12 mice) were euthanized simultaneously. The mice in the *Ddit4* ^+/+^ group displayed a severe splenomegaly, while the AE9a‐*Ddit4* ^−/−^ cell transplanted mice did not (Fig. 4H). Deletion of *Ddit4* resulted in delayed AE9a‐induced leukemia development, indicating that DDIT4 is critical for leukemia development and the self‐renewal capacity of leukemia cells.

Furthermore, using AE9a‐*Ddit4* ^+/+^ and AE9a‐*Ddit4* ^−/−^ leukemia cells from the primary transplanted mice, the LSC frequency and the role of DDIT4 in self‐renewal of leukemia cells were further identified via limiting dilution transplantation assay. As expected, six out of eight mice that received 10 000 AE9a‐*Ddit4* ^+/+^GFP^+^ cells developed leukemia with a mortality of 75%, while the mortality of mice receiving 10 000 AE9a‐*Ddit4* ^−/−^ GFP^+^ leukemic cells was only 12.5%. The leukemia initiating frequency in AE9a‐*Ddit4* ^−/−^ leukemic cells was 4.7‐fold lower than that in AE9a‐*Ddit4* ^+/+^ leukemic cells (1/34965 versus 1/7388 cells, *P* = 0.0126, Fig. 4I). This result indicates that deletion of *Ddit4* markedly reduced the LSC frequency, further confirming that DDIT4 is critical in self‐renewal and leukemia initiation of leukemia cells.

In addition to its role in self‐renewal, we further investigated the involvement of DDIT4 in quiescence and chemotherapy resistance using AE9a‐*Ddit4* ^−/−^ and AE9a‐*Ddit4* ^+/+^ leukemia cells isolated from the mice and analyzed *ex vivo*. Cell cycle analysis revealed a significantly lower proportion of cells in the G0 phase in leukemia cells isolated from EBM of AE9a‐*Ddit4* ^−/−^ mice when compared to that of AE‐9a‐*Ddit4* ^+/+^ mice (Fig. 5A). Furthermore, to assess chemoresistance, AE9a‐*Ddit4* ^−/−^ and AE9a‐*Ddit4* ^+/+^ mice were treated with Ara‐C for 3 days *in vivo*. As shown in Fig. 5B, AE9a‐*Ddit4* ^−/−^ cells displayed a significantly higher proportion of Annexin V‐positive cells than AE9a‐*Ddit4* ^+/+^ cells (*P* < 0.001), indicating that DDIT4 deficiency increases cell sensitivity to chemotherapy. The results demonstrate that DDIT4 plays a critical role in maintaining quiescence and chemoresistance in AE9a leukemia cells *in vivo*.

**Fig. 5:**
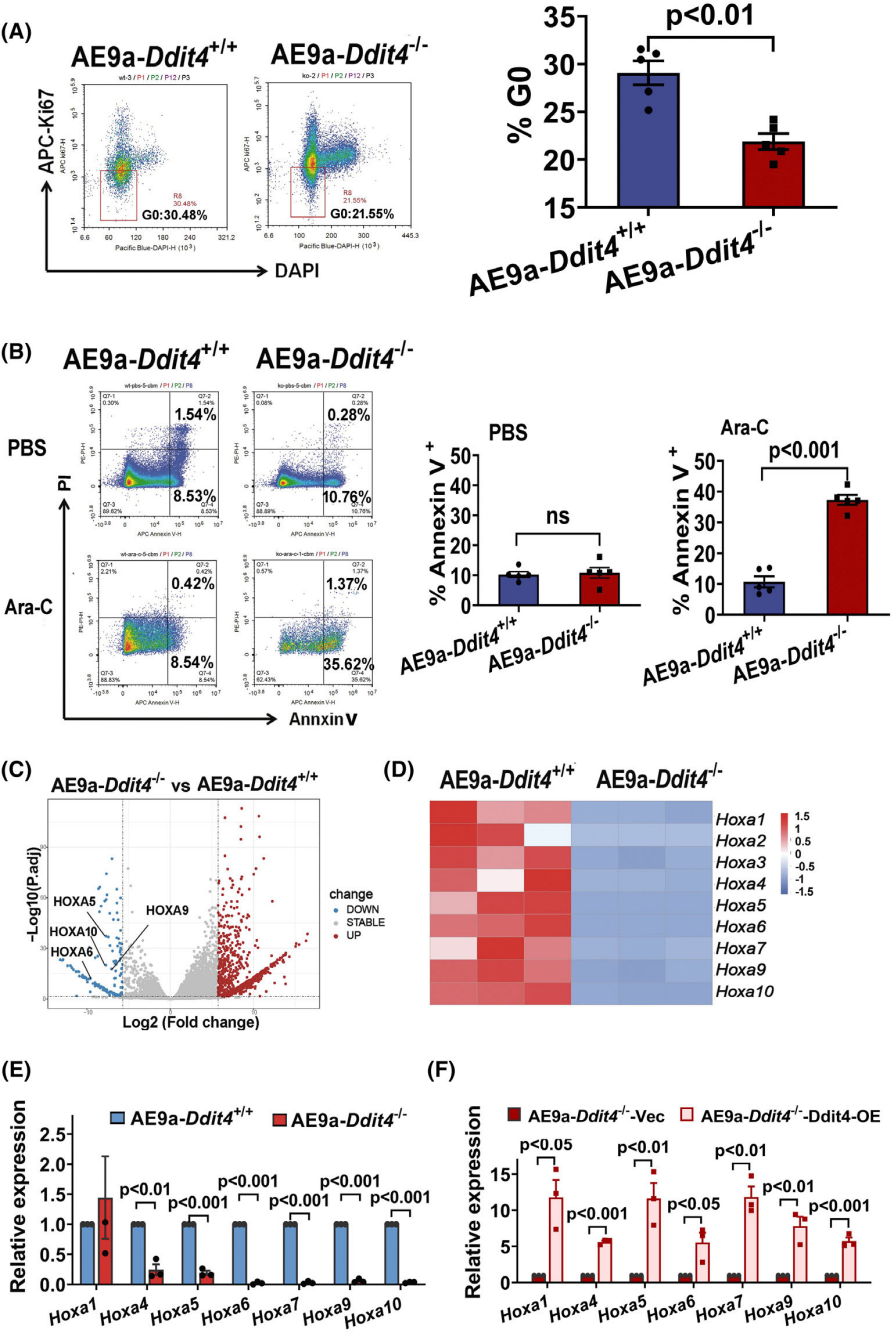
Reduced proportion of cells in the G0 phase, decreased chemoresistance, and downregulated expression of Hoxa cluster genes in AE9a‐*Ddit4* ^−/−^ leukemia cells. (A) Proportion of cells in the G0 phase in AE9a‐*Ddit4* ^+/+^ and AE9a‐*Ddit4* ^−/−^ leukemia cells. Leukemia cells were isolated from the BM niche of AE9a‐*Ddit4* ^+/+^ and AE9a‐*Ddit4* ^−/−^. Left panel: Representative FACS plot for G0 phase analysis. Right panel: The percentage of cells in the G0 phase in GFP^+^ leukemia cells in each group (*n* = 5 mice for each experiment from three independent experiments, *P* < 0.01). (B) Apoptosis analysis of leukemia cells from Ara‐C treated AE9a‐*Ddit4* ^−/−^ and AE9a‐*Ddit4* ^+/+^ leukemia mice. When the circulating GFP^+^ cells reached 10–20% after transplantation, the mice were treated with 500 mg·kg^−1^ Ara‐C for 3 days, and then, apoptosis was evaluated by FACS analysis following Annexin V and PI staining. Left panel: Representative FACS plots of apoptosis analysis indicated by the percentage of Annexin V^+^ cells in GFP^+^ leukemia cells from Ara‐C treated AE9a‐*Ddit4* ^−/−^ and AE9a‐*Ddit4* ^+/+^ leukemia mice. Right panel: The values represent the proportions of Annexin V^+^ cells in GFP^+^ leukemia cells in each group (*n* = 5 mice for each experiment from three independent experiments. PBS: not significant, Ara‐C: *P* < 0.001). (C) Volcano plot showing adjusted *P* value (Log10 padj) vs Log_2_ fold changes of each gene tested between AE9a‐*Ddit4* ^−/−^ and AE9a‐*Ddit4* ^+/+^ leukemia cells from RNA sequencing data. (D). Heatmap of differentially expressed Hoxa cluster genes of AE9a‐*Ddit4* ^+/+^ vs AE9a‐*Ddit4* ^−/−^ leukemia cells. The cells were obtained from the BM of the mice transplanted with AE9a‐*Ddit4* ^+/+^ and AE9a‐*Ddit4* ^−/−^ cells (*n* = 3 in each group). (E). Downregulated Hoxa cluster genes in AE9a‐*Ddit4* ^−/−^ cells confirmed by real‐time RT‐PCR. (F). Upregulated Hoxa cluster genes expression by re‐expression of Ddit4 in AE9a‐*Ddit4* ^−/−^ leukemia cells. The data are presented as the mean ± SEM from three independent experiments, and each dot represents the value from an individual, with a total of three individuals included (E, F). Exact *P* values for all pairwise comparisons are annotated above their corresponding bars (E, F). The statistical significance was determined using Student's unpaired *t*‐test (A, B, E, F). BM, bone marrow.

### 3.5 *Ddit4* deficiency results in downregulated Hoxa cluster expression, which can be recovered by overexpression of *Ddit4* in leukemia cells

To better understand the molecular mechanisms underlying the role of DDIT4 in self‐renewal of leukemia cells and leukemia initiation, we performed global gene expression profiling by RNA sequencing on AE9a‐*Ddit4* ^+/+^ and AE9a‐*Ddit4* ^−/−^ leukemia cells. RNA sequencing revealed that AE9a cells from these two groups exhibited distinct transcriptional profiles. *Ddit4* depletion led to a downregulation on 2053 genes and upregulation on 4883 genes. Among the downregulated genes, it could be found that several genes related to self‐renewal potential were significantly downregulated, including *Hoxa1, Hoxa2, Hoxa3, Hoxa4, Hoxa5, Hoxa6, Hoxa7, Hoxa9*, and *Hoxa10* (Fig. 5C,D). Correspondingly, significantly lower expression of *Hoxa4, Hoxa5, Hoxa6, Hoxa7, Hoxa9*, and *Hoxa10* in AE9a‐*Ddit4* ^−/−^ cells were confirmed by real‐time RT‐PCR (Fig. 5E). These data suggest that DDIT4 may upregulate *Hoxa* cluster genes. To achieve this, we re‐expressed *Ddit4* in AE9a‐*Ddit4* ^−/−^ leukemic cells. Conversely, the significant increases in *Hoxa* cluster gene expression were observed after *Ddit4* re‐expression in AE9a‐*Ddit4* ^−/−^ leukemic cells (Fig. 5F).

Additionally, DDIT4 was also forced expressed in Kasumi‐1 and KG‐1a human AML cell lines (Fig. 6A). For the observation on cell growth, it was found that both cell lines displayed slightly decreased proliferative capacity upon DDIT4 overexpression; however, spontaneous apoptosis was not observed in DDIT4‐overexpressed cells (Fig. 6B, Fig. S5). Cell cycle analysis revealed that in both cell lines, in DDIT4 overexpression cells, the ratio of cells in the G0 cell cycle phase was increased significantly (Fig. 6C), indicating that DDIT4 plays a role in maintaining quiescence in leukemia cells. Additionally, the role of DDIT4 in chemotherapy resistance was evaluated using DDIT4‐overexpressed Kasumi‐1 and KG‐1a cells treated with Daunorubicin (DNR). As shown in Fig. 6D, when treated with 1 μm DNR, the DDIT4‐overexpressed Kasumi‐1 cells had significantly lower apoptosis levels compared with Vec‐Kasumi‐1 cells (*P* < 0.01). Because KG‐1a cells had a higher IC50 for Daunorubicin than Kasumi‐1 cells, a similar pattern of chemoresistance was observed in DDIT4‐overexpressed KG‐1a cells when treated with 2.5 μm DNR. These findings indicate that overexpression of DDIT4 confers chemoresistance to leukemia cells.

**Fig. 6:**
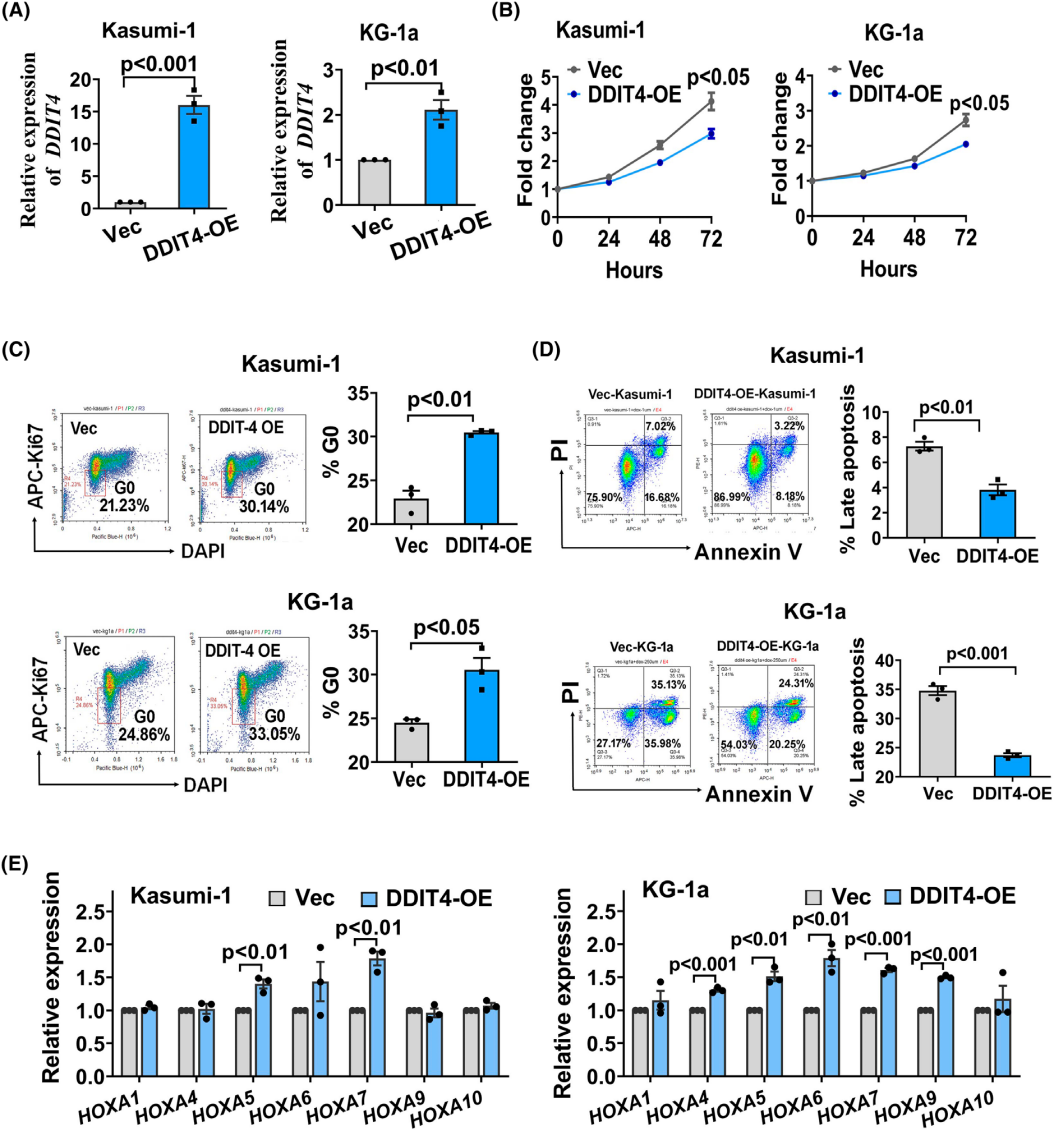
Overexpression of DDIT4 increases the ratio of cells in the G0 phase and chemoresistance, and upregulates Hoxa cluster gene expression in leukemia cells. (A) Forced expression of *DDIT4* in Kasumi‐1 and KG‐1a leukemia cell lines. (B) Decreased proliferative capacity upon DDIT4 overexpression in leukemia cell lines. Cell proliferation was determined by CCK‐8 assay. (C) Cell cycle analysis upon DDIT4 overexpression in leukemia cell lines. Left panel: Representative FACS plots for G0 phase analysis from three independent experiments. Right panel: The percentage of cells in G0 phase. Kasumi‐1: *P* < 0.01; KG‐1a: *P* < 0.05. (D) Analysis of apoptosis levels in Kasumi‐1 and KG‐1a cells under DDIT4 overexpression when treated with DNR. The Kasumi‐1 cells and KG‐1a cells were treated with 1 and 2.5 μm DNR, respectively, for 24 h, followed by apoptosis analysis. Left panel: Representative FACS plots for apoptosis analysis based on PI and Annexin V‐APC labeling. The representative plots were from three independent experiments. Right panel: The percentage of Annexin V^+^PI^+^ cells. Kasumi‐1: *P* < 0.01; KG‐1a: *P* < 0.001. (E) Upregulated *HOXA* cluster gene expressions upon DDIT4 overexpression in leukemia cell lines. Exact *P* values for all pairwise comparisons are annotated above their corresponding bars. Expression of *Hoxa* cluster genes or *DDIT4* was determined by qRT‐PCR (A, E). The data are presented as the mean ± SEM from three independent experiments. The statistical significance were determined using Student's unpaired *t*‐test (A–E). Each dot represents the value of one experiment from three independent experiments. (A, C–E). DNR, daunorubicin; PI, propidium iodide.

The expression levels of *HOXA* cluster genes in response to DDIT4 overexpression were subsequently analyzed. Notably, DDIT4 overexpression significantly upregulated *HOXA* cluster gene expressions in both kasumi‐1 and KG‐1a cells (Fig. 6E), confirming DDIT4 can upregulate *HOXA* gene expressions in leukemia cells.

### 3.6 Leukemia initiation defect in AE9a‐*Ddit4* ^−/−^ cells can be rescued by re‐expression of Hoxa6

*Ddit4* deletion resulted in a defect in AE9a‐induced leukemogenesis and caused downregulated *Hoxa* cluster gene expression, suggesting that decreased *Hoxa* cluster expression confers a leukemia initiation defect in AE9a‐*Ddit4* ^−/−^ cells. Given that *Hoxa6* was the most significantly downregulated *Hoxa* cluster gene in AE9a‐*Ddit4* ^−/−^ cells and had been demonstrated to induce malignant transformation of primary hematopoietic cells [30], we next investigated whether re‐expression of *Hoxa6* could rescue the attenuated leukemia initiation potential caused by *Ddit4* deletion. AE9a‐*Ddit4* ^−/−^ GFP^+^ leukemia cells were retrovirally transduced with *Hoxa6*‐RFP expressing construct (MSCV‐*Hoxa6‐*IRES‐RFP) or empty vector (MSCV‐IRES‐RFP). Equal number of GFP^+^RFP^+^ cells (8 × 10^4^) in each group were transplanted into lethally irradiated recipient mice (Fig. 7A).

**Fig. 7:**
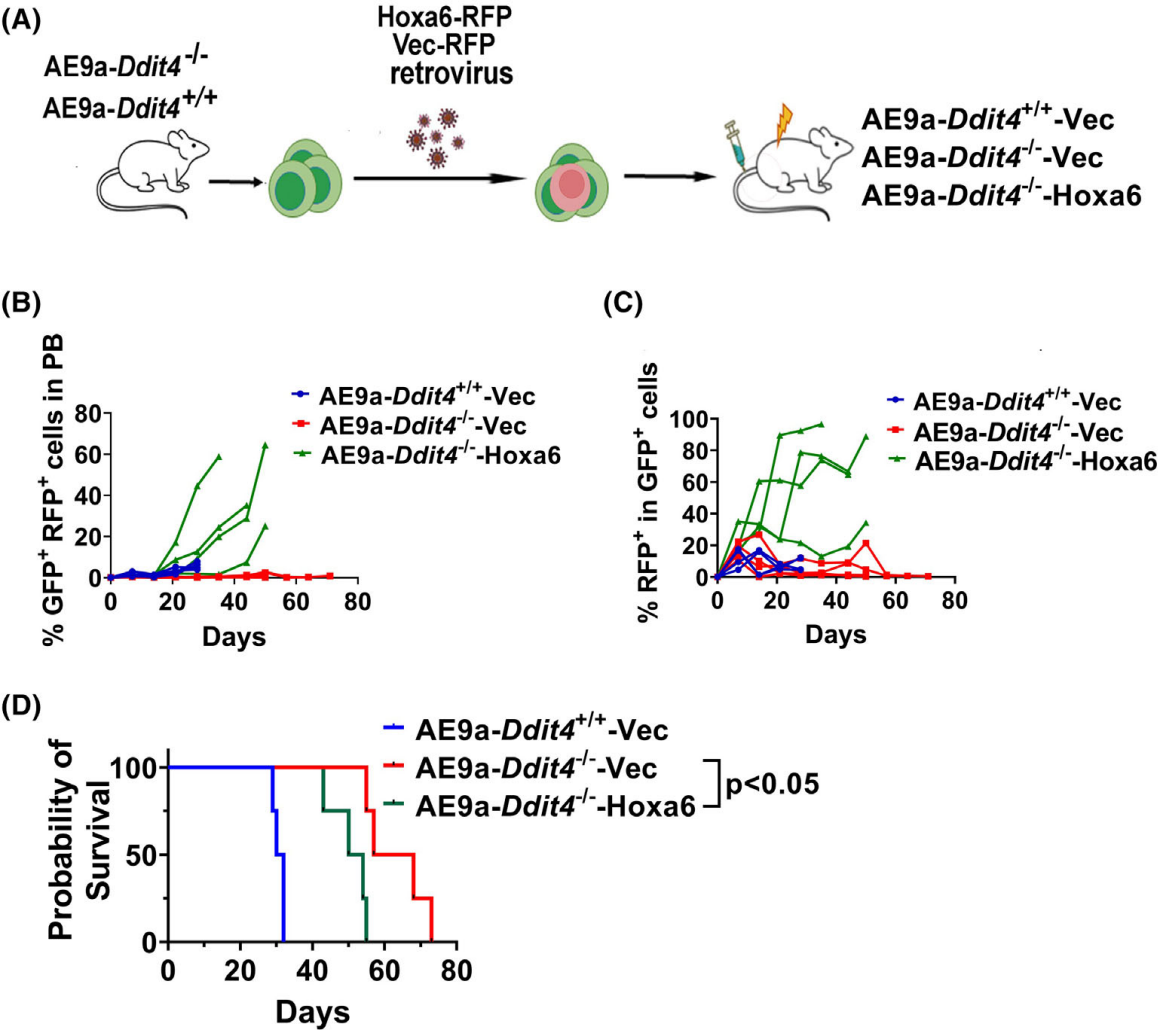
Defect in AE9a‐induced leukemogenesis caused by Ddit4 deletion can be rescued by re‐expression of Hoxa6. AE9a leukemia cells were obtained from the secondary transplanted AE9a‐*Ddit4* ^−/−^ or AE9a‐*Ddit4* ^+/+^ leukemia mice (F1 generation) and subsequently transduced with either MSCV‐*Hoxa6‐*IRES‐RFP or MSCV‐RFP (Vec). For transplantation, an equal number of GFP^+^RFP^+^ cells (8 × 10^4^) and GFP^+^ cells (1 × 10^6^) were injected into lethally irradiated (9Gy) female C57BL/6 mice in each group. RFP^+^GFP^+^ cells represent AE9a cells expressing Hoxa6 in the AE9a‐*Ddit4* ^−/−^‐Hoxa6 group. (A). Experimental schema showing mice transplanted with *Hoxa6*‐RFP retroviral infected AE‐*Ddit4* ^−/−^ leukemia cells. (B, C) Dynamic monitoring of the percentage of RFP^+^GFP^+^ cells (B) or percentage of RFP^+^ in GFP^+^ (C) in the peripheral blood of AE9a‐*Ddit4* ^−/−^‐Hoxa6 cells, AE9a‐*Ddit4* ^−/−^‐Vec cells, or AE9a‐*Ddit4* ^+/+^‐Vec cells transplanted mice (*n* = 4 in each group). (D) Kaplan–Meier survival curves of recipient mice transplanted with AE9a‐*Ddit4* ^−/−^‐Hoxa6 cells, AE9a‐*Ddit4* ^−/−^‐Vec cells, or AE9a‐*Ddit4* ^+/+^‐Vec cells (*n* = 4 in each group). The statistical significance of survival was determined using the log‐rank (Mantel‐Cox) test.

For the monitoring of RFP^+^GFP^+^ cells in each mouse, elevated circulating RFP^+^ GFP^+^ cells were observed in AE9a‐*Ddit4* ^−/−^‐*Hoxa6* mice on day 20–50 after transplantation, while all mice in the AE9a‐Ddit4^−/−^Vec group displayed no detectable RFP fluorescence until day 71 (Fig. 7B). It was also observed that the percentage of RFP^+^ cells in GFP^+^ leukemic cells was higher in the AE9a‐*Ddit4* ^−/−^‐*Hoxa6* group than that in the AE9a‐*Ddit4* ^−/−^Vec group at each time point (Fig. 7C). The proportion of RFP^+^ cells within the GFP^+^ leukemic cell population significantly increased in the AE9a‐*Ddit4* ^−/−^‐*Hoxa6* group, whereas it remained consistently low in the AE9a‐*Ddit4* ^−/−^‐Vec group, indicating that the expression of *Hoxa6* might confer a growth advantage in AE9a‐*Ddit4* ^−/−^ leukemia cells.

For the observation on leukemia development and survival of the mice, AE9a‐*Ddit4* ^+/+^Vec cell‐transplanted mice developed leukemia with a median survival of 31 days, and the median survival in the AE9a‐*Ddit4* ^−/−^Vec group was 62.5 days (Fig. 7D). As expected, AE9a‐*Ddit4* ^−/−^ *Hoxa6* cell‐transplanted mice developed leukemia with a significantly shorter survival time (median survival: 53 days) compared with AE9a‐*Ddit4* ^−/−^Vec mice (Fig. 7D), indicating that re‐expression of *Hoxa6* in AE9a‐*Ddit4* ^−/−^ cells accelerated leukemia development. It was confirmed that re‐expression of *Hoxa6* can partly rescue the leukemia initiation defect caused by *Ddit4* deletion. Taken together, it suggests that the critical role of DDIT4 in leukemogenesis is mediated by the HOXA cluster.

## 4 Discussion

Here, we demonstrate that DDIT4 can be upregulated in the endosteal bone marrow region in the AE9a leukemia mouse, and *Ddit4* deficiency suppresses AML initiation and leads to a defect in quiescence maintenance and self‐renewal of leukemia cells. Analysis of the AML cohort from the public database demonstrates that patients with high DDIT4 expression have shorter survival times, implying that DDIT4 may be involved in the chemoresistance of leukemia cells. Our study provides evidence for the critical role of DDIT4 in leukemia development and stemness maintenance of LSCs.

Contribution of the BM microenvironment, especially the endosteal niche, to leukemia development and LSCs chemoresistance has been well established [10, 24, 31]; however, intrinsic molecular alterations in leukemia cells caused by the BM niche and how the alterations facilitate the stemness maintenance of LSCs remain to be fully elucidated. Here, we found that DDIT4 in leukemia cells could be upregulated in the endosteal niche and DDIT4 was critical for leukemia cells stemness maintenance. In our *in vitro* assay, it was found that compared with AE9a/*Ddit4* ^−/−^ cells, AE9a/*Ddit4* ^+/+^ leukemia cells did not exhibit significant differences in colony formation and G0 cell cycle phase under the condition that the cells were cultured without osteoblast cells. However, after these leukemia cells were co‐cultured with osteoblast cells, AE9a/*Ddit4* ^+/+^ cells exhibited a significant advantage in colony formation ability and had more cells in G0 phase. These results can be explained by the fact that in the absence of osteoblast cells, AE9a/*Ddit4* ^+/+^ cells have a low expression level of DDIT4, and AE9a/*Ddit4* ^+/+^ cells could not exhibit increased stemness compared with AE9a/*Ddit4* ^−/−^ cells. It makes it more believable that in leukemia cells *in vivo*, DDIT4 can be induced by the endosteal niche and perform its function.

We also observed that when AE9a/*Ddit4* ^+/+^ or AE9a/*Ddit4* ^−/−^ cells were co‐cultured with osteoblast cells using Transwell plates, which prevented direct cell–cell contact, AE9a/*Ddit4* ^−/−^ cells showed no significant difference in the percentage of G0 phase cells compared with AE9a/*Ddit4* ^+/+^ cells (Fig. S6A,B). These results suggest that DDIT4‐mediated stemness maintenance requires direct interaction between AE9a cells and osteoblast cells. This conclusion was further supported by quantitative analysis showing that *Ddit4* expression in AE9a/*Ddit4* ^+/+^ cells under direct co‐culture conditions reached 2.65 times the level observed in AE9a/*Ddit4* ^+/+^ cells cultured alone, whereas under Transwell‐based co‐culture conditions, it was only 1.28 times. These data demonstrate that *Ddit4* upregulation is primarily dependent on direct cell–cell contact rather than osteoblast‐secreted factors. Collectively, our findings demonstrate that the stemness properties regulated by DDIT4 are mediated through direct interaction between AE9a cells and the endosteal niche.

In addition, our RNA‐seq data displayed that DDIT4 expression was closely associated with hypoxia. The BM endosteal region is a hypoxic environment; it is reasonable to assume that hypoxia is also important for DDIT4 induction. We also evaluated the DDIT4 expression in AE9a cells under three conditions: hypoxia alone, osteoblast co‐culture alone, and hypoxia combined with osteoblast co‐culture. The results demonstrated that hypoxia alone can induce an increase in DDIT4 expression in AE9a cells. Under hypoxic conditions combined with osteoblast co‐culture, DDIT4 expression levels did not show further increase than osteoblast co‐culture alone (Fig. S7A,B). This observation suggests that in the endosteal BM region, both hypoxia and osteoblast contact independently upregulate DDIT4 expression, but a synergistic effect between these two factors may not exist.

As a negative regulator of the mTOR kinase complex 1, DDIT4 can be induced under the stress conditions, such as chemotherapy, hypoxia, and endoplasmic reticulum stress [32, 33, 34]. It has been identified that a high expression level of DDIT4 is correlated with poor prognosis in multiple cancer types, including AML [21, 22, 35]. In a recent study utilizing TCGA and GTEx public databases, Li et al. demonstrated that high DDIT4 expression in AML patients was associated with poor prognosis. Furthermore, the knockdown of DDIT4 was shown to promote cell apoptosis in leukemia cell lines [36]. Under normal conditions, mTOR is important for tumor propagation and progression. However, under the stress conditions especially chemotherapy, DDIT4 is more important for tumor survival and cancer stem cell maintenance [22, 37, 38]. This is likely to explain why there is an insignificant or even negative correlation between DDIT4 overexpression and poor prognosis in some types or subtypes of tumors [21, 22, 39]. For example, in breast cancer, DDIT4 overexpression was significantly related to a poor prognosis in the basal subtype, while there is no such correlation in the HER2‐enriched subtype. Moreover, it was shown that high DDIT4 expression predicted poor prognosis only in AML patients undergoing chemotherapy, but not in the patients treated with allogeneic hematopoietic stem cell transplantation [21].

Self‐renewal potential of LSC is critical not only for leukemia initiation but also for disease recurrence after chemotherapy, which is related to disease relapse [3, 4]. Here, we show that DDIT4 is critical for self‐renewal and chemoresistance, suggesting that DDIT4 plays an important role in the maintenance of the LSC pool and is responsible for relapse. It has been reported that DDIT4 can mediate cellular adaptive therapy resistance in glioblastoma [37]. Although the antiapoptotic effect of DDIT4 has been preliminarily demonstrated in leukemia cells [36, 40], the underlying mechanisms of its role in stemness, including drug resistance, remain to be fully elucidated. As a key regulator of mTORC1 activity, DDIT4 takes an essential role in the activation of cell autophagy in response to hypoxia or nutrient deprivation [32, 41]. It has been verified that autophagy participates in leukemia development and treatment resistance, and inhibition of autophagy can impair the stemness of leukemia stem cells [42, 43]. Here, we demonstrate that the HOXA cluster mediated the role of DDIT4 in self‐renewal and leukemogenesis, providing a new mechanism of DDIT4 regulated LSC stemness function. How DDIT4 regulates *HOXA* cluster gene expression and whether autophagy participates in this regulation remain to be determined.

In the analysis of *HOXA* upregulation induced by DDIT4 overexpression, different patterns of *HOXA* expression were observed between KG‐1a and Kasumi‐1 cells. This cell line‐specific response may be due to the different properties, including genetic backgrounds, of these cell lines. *HOXA* gene expression exhibits a strong correlation with the differentiation stage of hematopoietic cells [44]. In AML, elevated *HOXA* transcript levels have been reported in specific FAB subtypes [45]. Although both KG‐1a and Kasumi‐1 cells are CD34‐positive and originate from primitive differentiation stages, they are derived from different FAB subtypes, with KG‐1a representing a more differentiation‐resistant AML subtype compared with Kasumi‐1 [46]. *HOXA* genes are preferentially induced in AML derived from primitive hematopoietic cells, which may explain why DDIT4 upregulates a greater number of *HOXA* genes in KG‐1a cells.

Accumulating evidence has demonstrated that elevated *HOXA* gene expression is associated with poor prognosis in AML, and *HOXA* overexpression correlates with adverse clinical outcomes in AML patients [45, 47]. Although AML patients with t(8;21) are generally classified as a favorable‐risk subtype, a subset of these patients exhibits an increased risk of relapse [48, 49]. Cellular heterogeneity has been demonstrated among patients with t(8;21) AML [48]. Our findings reveal that DDIT4 upregulates *HOXA* expression in AML1‐ETO‐positive leukemia cells, suggesting that DDIT4‐high cells may represent a distinct chemoresistant subpopulation within AML1‐ETO leukemia.

## 5 Conclusion

In summary, our findings demonstrate that DDIT4 plays a critical role in leukemia development, regulates leukemia cell self‐renewal, and contributes to chemoresistance. Mechanistically, HOXA cluster specifically mediate the leukemia‐promoting effects of DDIT4. These observations suggest that DDIT4 may represent a potential therapeutic target for targeting leukemia stem cells in AML treatment.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

YL performed all the experimental validation, analysis, and interpretation of data, and wrote the manuscript. ZC and HX helped with the establishment of a mouse AML transplantable model. ZX and YM analyzed the RNA‐seq data of the mouse. WL, JC, and HW analyzed the transcriptional signature of human AML patients. RG and SQ interpreted the data. MW supervised the study, interpreted data, and revised the manuscript. QR and JW designed and supervised the study, interpreted data, revised, and approved the manuscript.

## Supporting information

**Fig. S1.** Expression of *Ddit4* in AE9a leukemia cells co‐cultured with mouse MSC and MSC cell line.
**Fig. S2.** GSEA plots showing enrichment of genes in adult AML patients with high *DDIT4* expression (HOVON AML cohort).
**Fig. S3.** Effects of *DDIT4* expression in chemoresistance, G0 cell cycle phase and colony formation ability in AE9a leukemia cells.
**Fig. S4.** Immunophenotypes of the mice transplanted with AE9a‐transfected HSPCs‐*Ddit4* ^+/+^ or HSPCs‐*Ddit4* ^−/−^.
**Fig. S5.** Spontaneous apoptosis analysis in Kasumi‐1 and KG‐1a cells under DDIT4 overexpression.
**Fig. S6.** G0 phase of the cell cycle analysis in AE9a/*Ddit4* ^+/+^ and AE9a/*Ddit4* ^−/−^ cells co‐cultured with MC3T3‐E1 cells under Transwell‐based co‐culture and direct contact.
**Fig. S7.** Protein levels of DDIT4 in AE9a leukemia cells co‐cultured with mouse osteoblast cells under normoxic and hypoxic culture conditions.
**Table S1.** Primer sequences for quantitative RT‐PCR.

## Data Availability

The raw sequence data reported in this paper have been deposited in the GEO database under project accession numbers: GSE272010 and GSE272011. The supporting data related to our findings throughout our study will be available from the corresponding author [] upon reasonable request.

# Supplementary material for: The critical role of DNA damage‐inducible transcript 4 (DDIT4) in stemness character of leukemia cells and leukemia initiation
**Source:** Mol Oncol. 2025 Jul 7;19(11):3156–74. doi: 10.1002/1878-0261.70090
**Supplement:** Supplementary file 1 — Fig. S1. Expression of Ddit4 in AE9a leukemia cells co‐cultured with mouse MSC and MSC cell line. Fig. S2. GSEA plots showing enrichment of genes in adult AML patients with high DDIT4 expression (HOVON AML cohort). Fig. S3. Effects of DDIT4 expression in chemoresistance, G0 cell cycle phase and colony formation ability in AE9a leukemia cells. Fig. S4. Immunophenotypes of the mice transplanted with AE9a‐transfected HSPCs‐Ddit4 +/+ or HSPCs‐Ddit4 −/−. Fig. S5. Spontaneous apoptosis analysis in Kasumi‐1 and KG‐1a cells under DDIT4 overexpression. Fig. S6. G0 phase of the cell cycle analysis in AE9a/Ddit4 +/+ and AE9a/Ddit4 −/− cells co‐cultured with MC3T3‐E1 cells under Transwell‐based co‐culture and direct contact. Fig. S7. Protein levels of DDIT4 in AE9a leukemia cells co‐cultured with mouse osteoblast cells under normoxic and hypoxic culture conditions. Table S1. Primer sequences for quantitative RT‐PCR.

**Supporting information**

**Supplementary Figure S1.** Expression of *Ddit4* in AE9a leukemia cells co-cultured with mouse MSC and MSC cell line. A. qRT-PCR analysis of relative expression of *Ddit4* in AE9a leukemia cells co-cultured with mouse MSC and OP9 cell. The data are presented as the mean±SEM from three independent experiments. The statistical significance were determined using Student unpaired *t*-test. ns: not significant. B. Representative Western blot image of protein levels of DDIT4 in AE9a leukemia cells co-cultured with mouse MSC and OP9 cell.

**Supplementary Figure S2.** GSEA plots showing enrichment of genes in adult AML patients with high *DDIT4* expression (HOVON AML cohort). The patients were divided into two groups based on the median expression level of *DDIT4.* High group: n =304, low group: n =304.

**Supplementary Figure S3.** Effects of DDIT4 expression in chemo-resistance, G0 cell cycle phase and colony formation ability in AE9a leukemia cells. A. Expression of *Ddit4* in AE9a cells in CBM from Ara-C treated or untreated mice. Expression level of *Ddit4* was determined by qRT-PCR and the data are presented as the mean±SEM from three independent experiments. ns: not significant. B. G0 phase of the cell cycle analysis on AE9a transduced HSPCs from WT and *Ddit4* knock out mice. G0 phase was analyzed in AE9a/*Ddit4*^+/+^ cells and AE9a/*Ddit4*^-/-^ cells cultured without MC3T3-E1. Left panel: Representative FACS plot for G0 phase analysis. Right panel: The percentage of cells in G0 phase. Data are presented as the mean±SEM from three independent experiments. ns: not significant. C. Colony formation of AE9a/*Ddit4*^+/+^ cells and AE9a/*Ddit4*^-/-^ cells cultured without MC3T3-E1. Data are presented as the mean ±SEM in one representative culture (n=3) of three independent experiments (1st: not significant; 2nd: p<0.05; 3rd: not significant).The statistical significance were determined using Student unpaired *t*-test (A,B,C).

**Supplementary Figure S4.** Immunophenotypes of the mice transplanted with AE9a-transfected HSPCs-*Ddit4*^+/+^ or HSPCs-*Ddit4*^-/-^. Representative FACS analysis of lineage marker expression in BM cells of AE9a-*Ddit4*^+/+^ (A) and AE9a-*Ddit4*^-/-^ mice (B).

**Supplementary Figure S5.** Spontaneous apoptosis analysis in Kasumi-1 and KG-1a cells under DDIT4 overexpression. Left panel: Representative FACS plots for apoptosis analysis based on PI and Annexin V-APC labeling. Right panel: The percentage of Annexin V^+^ cells. The data are presented as the mean±SEM from three independent experiments. The statistical significance were determined using Student unpaired *t*-test. ns: not significant.

**Supplementary Figure S6.** G0 phase of the cell cycle analysis in AE9a/*Ddit4*^+/+^ and AE9a/*Ddit4*^-/-^ cells co-cultured with MC3T3-E1 cells under Transwell-based coculture and direct contact. AE9a/*Ddit4*^+/+^ cells and AE9a/*Ddit4*^-/-^ cells were cocultured with MC3T3-E1 cells in Transwell inserts preventing cell contact or direct contact. A: Representative FACS plot for G0 phase analysis. B: The percentage of cells in G0 phase. Data are presented as the mean±SEM from three independent experiments. Each dot represents the value of the ratio of cells in G0 phase from one experiment. The statistical significance were determined using unpaired *t*-test. Exact p values for all pairwise comparisons are annotated above their corresponding bars. ns: not significant. Culture alone: AE9a cells without co-culture. Transwell: AE9a cells co-cultured with MC3T3-E1 osteoblasts using Transwell system (0.4 μm pore size). Direct contact: AE9a cells in direct physical contact with MC3T3-E1 osteoblasts.

**Supplementary Figure S7.** Protein levels of DDIT4 in AE9a leukemia cells co-cultured with mouse osteoblast cells under normoxic and hypoxic culture conditions. AE9a cells were incubated for 24h under hypoxia alone, osteoblast co-culture alone and hypoxia combined with osteoblast co-culture. Hypoxic culture condition was achieved by hypoxia-mimicking agent cobalt chloride (CoCl_2_) treatment (100μM). A. Representative Western blot image of protein levels of DDIT4 in AE9a leukemia cells under hypoxia alone, osteoblast co-culture alone and hypoxia combined with osteoblast co-culture. B. Relative protein levels of DDIT4. The values were calculated by the ratio of the band density of DDIT4 to that of internal control, and the band density was analyzed using Image J software. Data are presented as the mean±SEM from three independent experiments. The statistical significance were determined using Student unpaired *t*-test.

**Supplementary Table 1.** Primer sequences for quantitative RT-PCR

# Supplementary material for: The critical role of DNA damage‐inducible transcript 4 (DDIT4) in stemness character of leukemia cells and leukemia initiation
**Source:** Mol Oncol. 2025 Jul 7;19(11):3156–74. doi: 10.1002/1878-0261.70090
**Supplement:** Supplementary file 1 — Fig. S1. Expression of Ddit4 in AE9a leukemia cells co‐cultured with mouse MSC and MSC cell line. Fig. S2. GSEA plots showing enrichment of genes in adult AML patients with high DDIT4 expression (HOVON AML cohort). Fig. S3. Effects of DDIT4 expression in chemoresistance, G0 cell cycle phase and colony formation ability in AE9a leukemia cells. Fig. S4. Immunophenotypes of the mice transplanted with AE9a‐transfected HSPCs‐Ddit4 +/+ or HSPCs‐Ddit4 −/−. Fig. S5. Spontaneous apoptosis analysis in Kasumi‐1 and KG‐1a cells under DDIT4 overexpression. Fig. S6. G0 phase of the cell cycle analysis in AE9a/Ddit4 +/+ and AE9a/Ddit4 −/− cells co‐cultured with MC3T3‐E1 cells under Transwell‐based co‐culture and direct contact. Fig. S7. Protein levels of DDIT4 in AE9a leukemia cells co‐cultured with mouse osteoblast cells under normoxic and hypoxic culture conditions. Table S1. Primer sequences for quantitative RT‐PCR.

**Supplementary Table 1. Primer sequences for quantitative RT-PCR**

**Mouse**

| Gene   | Forward (5' to 3')     | Reverse (5' to 3')       |
|--------|------------------------|--------------------------|
| DDIT4  | CTTCGTCCTCGTCTCGAACT   | CCATCCAGGTATGAGGAGTCTTCC |
| HOXA4  | CTCTCGAACCGCCTATACCC   | GATCGCATCTTGGTGTGTTGGG   |
| HOXA5  | CTCATTTTGCGGTCGCTATCC  | TGAGATCCATGCCATTGTAGCC   |
| HOXA6  | ACACAAGCCCTGTTTACCCC   | CTTTGGCCTCAGAGTCTTCCC    |
| HOXA7  | CACCCAACCTCGCAGAGAAGC  | TCCTGTCGGGTCCTGAACTG     |
| HOXA9  | CACCCCGACTTCAGTCCTTG   | GCGG TTCAGGTTTAATGCCA    |
| HOXA10 | CCAACTGGCTCACAGCAAAGA  | TCAGTTTCATCCTGCGATTCTG   |
| GAPDH  | TGCACCACCAACTGCTTAG    | GGATGCAGGGATGATGTTC      |

**Human**

| Gene   | Forward (5' to 3')   | Reverse (5' to 3')     |
|--------|----------------------|------------------------|
| DDIT4  | GACACGGCTTACCTGGATGG | CGCAGTAGTTCTTTGCCCAC   |
| HOXA1  | CAGACTTCCGGGAACCTGG  | GCTTCCTGATTTAACGCGTAGG |
| HOXA4  | CACGCTCTGTTTGTCTGAGC | TGGAGGATCGCATCTTGGTG   |
| HOXA5  | GCGCAAGCTGCACATAAGTC | CGGAGAGGCAAAGAGCATGT   |
| HOXA6  | TCCAATTCAACCGCTACCTG | CTGGGCTGCGTGGAATTGA    |
| HOXA7  | CCAATTCAACCGCTACCTGA | CGGACCTTCGTCCTTATGCTC  |
| HOXA9  | TAAACCTGAACCGCTGTCGG | GCCTTCGCTGGGTTGTTTTT   |
| HOXA10 | CAAATGCCCCAAAGTCTCGG | AGAAAGGCGGAAGTAGCCAG   |
| GAPDH  | TGCACCACCAACTGCTTAG  | AGAGGCAGGGATGATGTTC    |

How the deposited data were processed for this re-analysis (not part of the article)

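RNA-seq was done on AE9a leukemia cells from the central bone marrow (CBM, flushed) and the endosteal bone marrow (EBM, released by collagenase) of AE9a leukemia mice, with 3 libraries from each region. The authors prepared directional libraries from rRNA-depleted RNA and sequenced them as paired-end reads. They deposited a table of raw counts per gene for 54532 genes, without normalization. For the RNA-seq of these libraries, the paper's text does not name the aligner, the counting tool, the genome build, the test or the threshold. Its statistics section names Student's unpaired t-test and a P under 0.05 for comparisons of 2 groups in general. Of the gene identifiers in the table, 54495 are in GENCODE M21, and 53585 of these have the same chromosome, start, end and strand there, so the coordinates are on GRCm38. The deposited table also holds a gene length per gene, which was used as given. Whether counting used the strand is not stated, so genes that overlap on opposite strands are uncertain. The libraries of Ddit4-deficient and wild-type cells described in the paper were not analysed here.

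Counts on genes were between 17078883 and 19462964 per library in CBM (median 18856418) and between 16436526 and 18413131 in EBM (median 18097698). A floor of 3 counts corresponds to between 0.154 and 0.183 CPM, the counts scaled to library size. This floor covers counting error only, since reads made by PCR are not independent molecules. The 10 most abundant genes held between 4.14% and 4.94% of the counts of a library.

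Genes were kept by filterByExpr of edgeR 4.0.16 with the 2 groups, which left 13352 genes. Counts were normalized by TMM, with factors between 0.948 and 1.037, and tested by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change is its absolute value divided by the square root of F. The common dispersion was 0.0617 and the prior degrees of freedom 2.81. For a single value, log2 CPM was taken with a prior count of 2 and the 20 relabellings of the 6 libraries were enumerated, which gives a smallest two-sided p of 0.1. The pairing of libraries comes from the replicate numbers in the sample labels. The paper draws a single mouse giving both regions in Fig. 1A but does not state that libraries of the same number come from the same mouse. The main fits have no block, after the unpaired test named in the paper's statistics section, and fits with the replicate number as a block were run beside them.

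Gene lists were scored with fgseaSimple of fgsea 1.28.0 (10000 gene permutations, weight 1, fixed seed) on genes ranked by the sign of the log2 fold change times the square root of F. The hypoxia response, mitophagy and autophagosome lists were written from general knowledge to stand for the sets named in the paper. Lists of TFEB targets and of mTORC1 outputs were written because the members of the rapamycin set are not given. Adjusted p-values are over these 5 lists. A separate family of other lists (HIF targets, mTOR inhibitors, dissociation stress, proliferation and cell-type markers), of which 12 had genes tested, has its own adjustment. Gene permutation treats genes as independent, so permutation of the sample labels and camera (limma 3.58.1) were run as well. Symbols absent from the table were matched through the synonyms of NCBI RefSeq for GRCm38.p6, and every list member was matched.

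The genes to be named were fixed in advance as Ddit4, the Hoxa genes the paper names, the 5 genes with the smallest p in each direction among those past the threshold, and in each planned list the 5 genes with the smallest p in the direction of its score. No gene passed the threshold, so genes named outside Ddit4, the Hoxa genes and the lists were chosen after their values were seen. The design, the lists and most alternatives were set before the data were examined. Alternatives set then were DESeq2 1.42.0, limma-voom, other size factors, other filters on low counts, the replicate block with and without a loess correction for gene length (span 0.3), thinning to the smallest library, and each library left out in turn. Alternatives added after seeing the data were the corrections for gene length and GC content without the block, the GC correction with it, a robust prior, edgeR's newer quasi-likelihood method, DESeq2 on the filtered genes, a fit with 1 surrogate variable (sva 3.50.0) and camera with estimated correlations.

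The methods were tested on simulated data, with counts drawn for the 13352 genes from the real means, library sizes and trended dispersions and 200 genes changed by 1, 2 or 3 on the log2 scale. edgeR called 175 of the 200 changed genes and 5 unchanged genes, and DESeq2 called 174 and 21. edgeR called 66.7% of the 69 genes changed by 1 on the log2 scale, 97.3% of those changed by 2 and 100% of those changed by 3, and calls at smaller changes were not tested. In the simulation genes scatter around the dispersion trend only by sampling, and the changed genes were drawn only from well-counted genes. The low prior degrees of freedom of the real fit, 2.81, mean that real genes scatter more around the trend. The shares called in the simulation are therefore likely too high for the real data.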

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

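The tests of paralogs, gene length, other splits of the libraries and immediate early genes below were chosen after the results they bear on were seen, and so were the single genes named here, while the dissociation list was not.

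A list of genes induced by tissue dissociation, which the paper does not discuss, was higher in EBM. Of its genes 38 were tested, 30 were higher and 8 lower, and the normalized enrichment score was 2.17 (gene permutation p = 0.000192, the smallest the permutations can give, adjusted p = 0.00230), or 2.27 with the replicate number as a block. Its mean log2 CPM, after subtracting each gene's mean over the 6 libraries, was 0.191, -0.400 and -0.820 in CBM replicates 1 to 3 and 0.463, 0.471 and 0.095 in EBM replicates 1 to 3, so CBM replicate 1 lay above EBM replicate 3. Between libraries of the same replicate number, which the block fit compares, it was higher in EBM by 0.272, 0.871 and 0.915 for replicates 1, 2 and 3. A candidate explanation is the collagenase digestion at 37 °C, which the EBM cells went through and the CBM cells did not. The immediate early genes that digestion induces scored 1.55 towards EBM (gene permutation p = 0.0353), but Dusp1 was lower in EBM (log2 fold change -1.13, edgeR adjusted p = 0.360) and Fos was highest in CBM replicate 1 with 7325 counts. Digestion and region coincide in every library, so the pattern cannot be told apart from the digestion. With a correction for gene length in the same fit as the block, the score was 2.19. With every gene ranked by signal-to-noise on CPM it was 1.55 (gene permutation p = 0.0120, adjusted p = 0.169). Ranking the tested genes by signal-to-noise on log2(CPM + 1) gave 2.05 (gene permutation p = 0.000290, adjusted p = 0.00348). A score as large in absolute value as the 2.17 of the main fit came from 3 of the 10 splits of the 6 libraries. Of the 4 splits that part all same-numbered pairs, 2 gave one. By the difference in mean log2 CPM these numbers were 2 of 10 and 1 of 4, the real split. With so few splits chance cannot be set aside, whichever measure is used.

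The genes higher in EBM with the smallest p outside the planned lists were Itpkc, Zbtb21, Hspa1a, Nfkb2 and Cish, all with EBM libraries above all CBM libraries, and the paper discusses none of them. Itpkc had a log2 fold change of 1.96 and Zbtb21 of 1.37, each with an adjusted p of 0.0583 in edgeR's quasi-likelihood test. Nfkb2 had a log2 fold change of 1.43 and Cish of 0.65, each with an edgeR adjusted p of 0.115. Hspa1a had a log2 fold change of 4.40 (edgeR adjusted p = 0.108), but its counts were at most 2 in CBM and between 22 and 53 in EBM. With DESeq2 the adjusted p was 6.42e-22 for Itpkc, 1.10e-14 for Zbtb21, 2.73e-06 for Hspa1a, 4.68e-11 for Nfkb2 and 5.88e-07 for Cish. With edgeR and no filter on low counts it was 0.00295 for Itpkc, 0.0120 for Zbtb21, 0.0133 for Hspa1a, 0.0120 for Nfkb2 and 0.0500 for Cish, which did not pass. Over all alternatives the adjusted p of Itpkc ran from 2.16e-22 to 0.640, of Zbtb21 from 7.02e-16, of Hspa1a from 2.73e-06, of Nfkb2 from 4.68e-11 and of Cish from 5.36e-09, each to the same 0.640. Against the floor of 3 counts Hspa1a was at least 14.6-fold higher in EBM. Hspa1a has a near-identical paralog, Hspa1b, and reads can be split between them. Hspa1b itself had a log2 fold change of 3.74, and the summed counts of both genes gave 3.76 (edgeR adjusted p = 0.120), so sharing of reads does not account for the rise, though it leaves open which of them rose. A list of NF-κB targets (17 tested, 17 higher in EBM) scored 2.47 and a list of heat shock genes (14 tested, 14 higher) scored 2.18. Both lists were picked from genes already seen at the top, so their scores are circular and add no separate evidence. Heat shock and NF-κB genes are also induced by digestion, and for these genes too no test separates region from digestion. The immediate early score of 1.55 above may reflect the same handling. No biological explanation was tested for them.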

How the results depend on the processing

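Of the analyses here, those called added were chosen after seeing the data. The count of 0 genes at an adjusted p under 0.05 (1056 at an unadjusted p under 0.05) was moved by DESeq2 to 175, by testing every gene with at least 1 count to 40, and, among added analyses, by the correction for gene length to 1 and for GC content to 1 (Itpkc both times), by DESeq2 on the filtered genes to 201 and by 1 surrogate variable to 276. All 40 genes called without a filter were among the 175 of DESeq2, as were 170 of the 201 and 156 of the 276. The count was again 0 with the replicate block, alone or with the gene length or GC correction, and it was 0 in each of the fits that left out one library, where from 678 to 1136 genes had an unadjusted p under 0.05. Without TMM, 27.8% of the genes at an unadjusted p under 0.05 were higher in EBM, against 50.7% with it. The cause of these changes was not tested.

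Ddit4 kept its direction in all 22 alternatives. Its adjusted p passed 0.05 with DESeq2 (log2 fold change 0.58), with DESeq2 on the filtered genes (0.57) and with 1 surrogate variable (0.56), the last of these and the second being added. Across all 22 the adjusted p ran from 0.0163 to 0.985. Another 29 genes, which do not include Dusp1, Fos, Vegfa, Skap2 or Gata2, were tested under the alternatives and kept their direction in all 637 values computed, and 59 of these values, for 20 genes, passed the threshold.

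The mitophagy list kept an unadjusted p under 0.05 in all 13 alternatives other than permutation of the sample labels. Its scores ran from 1.56 to 2.10 when one library was left out. The hypoxia response list scored from 1.27 to 2.18 with one library left out, and without EBM replicate 2 its gene permutation p was 0.0586. The HIF target list alone scored 1.32, and from 0.845 to 1.92 with one library left out. It passed its adjusted threshold without CBM replicate 1 and without EBM replicate 3. The autophagosome list scored from 1.18 to 1.81 with one library left out, 0.82 with genes ranked by signal-to-noise on log2(CPM + 1), and 1.17 with every gene ranked by signal-to-noise on CPM. For the TFEB list these values were 1.20 to 1.73, 0.68 and 1.04. The mTORC1 output list scored from 1.20 to 2.38 with one library left out. With camera and its preset correlation, p was 0.00774 for the hypoxia response list, 0.000312 for mitophagy, 0.0338 for the autophagosome list, 0.0231 for the TFEB list and 0.000397 for the mTORC1 output list. With camera and the correlation between genes estimated (added), p was 0.364 for the hypoxia response list, 0.273 for the autophagosome list, 0.255 for the TFEB list and 0.396 for the mTORC1 output list, whose estimated correlation was 0.521, and 0.0366 for the mitophagy list. Exact permutation of the sample labels, which cannot go below 0.1 here, gave 0.4 for the hypoxia response list, 0.1 for mitophagy, 0.3 for the autophagosome list, 0.4 for the TFEB list and 0.3 for the mTORC1 output list. Leaving out the dissociation genes removed tested members only from the hypoxia response list, so it cannot move the others. Of the other gene lists, 1, the dissociation list, passed its adjusted threshold, and from 1 to 3 lists did so with one library left out. With every gene ranked by signal-to-noise on CPM the dissociation list scored 1.55 (gene permutation p = 0.0120, adjusted p = 0.169) and did not pass. It did pass with signal-to-noise on log2(CPM + 1), with a score of 2.05 (gene permutation adjusted p = 0.00348). Its camera p was 5.86e-09 with the preset correlation, which is not estimated from these genes. The cause of these changes was not tested. Thinning all libraries to the smallest gave 1057 genes at an unadjusted p under 0.05, so depth does not set that count.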

Differences from the paper's values

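The paper's normalized enrichment scores were read by eye from Fig. 1C–D, and the lists used here are not the paper's sets. The spread allowed is the SD of the score over the 6 fits that each left out one library. Those fits share most of their libraries, so this SD is smaller than a sampling error. A gap beyond it does not by itself show a real difference. For autophagy of mitochondrion the paper's score is about 1.5 in Fig. 1D, against 2.11 here (SD 0.213). Some alternatives set before the data were examined came within that spread of the paper's score. Ranking by signal-to-noise on log2(CPM + 1) gave 1.42 and ranking every gene by signal-to-noise on CPM gave 1.59. Leaving out EBM replicate 3 gave 1.56. The replicate block and leaving out any other library did not come within it. Leaving out the dissociation genes removed none of this list's tested genes, so it could not move the score. For autophagosome organization the paper's score is about 1.8 in Fig. 1D, against 1.51 here (SD 0.272). This gap barely exceeds the SD, so an error in reading the figure could account for it. Leaving out CBM replicate 2 gave 1.81 and leaving out EBM replicate 1 gave 1.76. The other alternatives set before the data were examined stayed outside the spread, with 0.82 and 1.17 for the rankings by signal-to-noise. Among them, leaving out the dissociation genes again removed no tested gene, so it could not move the score.

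The paper shows a heatmap of differentially expressed genes between EBM and CBM (Fig. 1B), whereas 0 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, with 1056 at an unadjusted p under 0.05. DESeq2 called 175 genes and edgeR without a filter on low counts 40, both set before the data were examined. DESeq2 on the filtered genes called 201, a fit with 1 surrogate variable 276 and the gene length and GC content corrections 1 each, all chosen after seeing the values. The paper calls Ddit4 significantly higher in EBM. Its edgeR adjusted p was 0.304 here, and DESeq2, set before the data were examined, gave 0.0367. DESeq2 on the filtered genes (0.0262) and the fit with 1 surrogate variable (0.0163), both chosen after seeing the values, also called it, and over all 22 alternatives the adjusted p ran from 0.0163 to 0.985. The paper describes genes raised by rapamycin as higher in EBM. The TFEB list, whose genes rise under mTORC1 inhibition, was higher in EBM with a score of 1.52. The mTORC1 output list, whose genes fall under mTORC1 inhibition, was also higher in EBM with a score of 1.92.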

Other observations

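The tests below were chosen after the results they bear on were seen, except those of depth, gene length with the block and other cell types for the gene counts, of dissociation genes for the hypoxia list and Ddit4, and of the splits for the gene counts and the hypoxia list.

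The 6 libraries can be split 3 against 3 in 10 ways, and 4 of these, the real one included, part all 3 same-numbered pairs, while the other 6 part a single pair. At an adjusted p under 0.05 in edgeR's test, all 10 splits gave as many genes as the real one, which must be so because the real one gave 0 (1056 at an unadjusted p under 0.05), and this count therefore shows nothing. At an unadjusted p under 0.05, 3 of the 10 gave as many, and with DESeq2 2 of the 10 did. Among the 4 splits that part all pairs, the real one gave the most genes in both of these counts. The split of CBM replicate 1 with EBM replicates 1 and 2 against the other libraries gave 522 genes with edgeR and 1416 with DESeq2, more than the split by region. The first principal component follows this split, so the largest differences among these libraries run across the regions. With 10 splits no share can be under 0.1, so these counts cannot set the difference between regions apart from chance. Log2 fold changes followed gene length weakly across genes (Spearman -0.118, where genes are not independent replicates). With the replicate block and the correction for gene length 0 genes passed, as without them, which cannot show whether length matters to that count. At an unadjusted p under 0.05 the correction lowered the number from 1203 to 1066 with the block. Without the block it lowered the number from 1056 to 905, so length may account for a part of the genes at an unadjusted p under 0.05. After thinning to equal depth 0 genes passed and 1057 had an unadjusted p under 0.05, so depth does not account for that number. Of the marker lists of stromal, endothelial, osteoclast, neutrophil, macrophage, erythroid, B and megakaryocyte cells, 0 were higher in EBM at an adjusted p under 0.05, and 0 at an unadjusted p under 0.05. With the replicate number as a block, however, the neutrophil list (8 genes tested) scored 1.61 (gene permutation p = 0.0289, adjusted p = 0.173). Without CBM replicate 2 the neutrophil list scored 2.16 (gene permutation p = 0.000187, adjusted p = 0.00225) and the erythroid list 1.70 (gene permutation p = 0.00955, adjusted p = 0.0382), while over all fits that left out one library these lists ran from -1.38 to 2.16 and from -1.41 to 1.70. Several other lists had only 1 to 3 genes counted highly enough to test. Fig. 1A draws sorting of GFP+ cells. The paper's methods on preparing CBM and EBM cells and on RNA-seq do not mention sorting. Those on the Ara-C treatment do, for GFP+ cells of both regions. From these counts the difference between regions cannot be told apart from a difference in other cells.

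A score as large as the real one in absolute value came from 1 of the 10 splits for the mitophagy list, 3 for the autophagosome list, 3 for the TFEB list and 5 for the mTORC1 output list. For the hypoxia response list 5 splits gave a score as large, and 4 a mean log2 fold change as large. Among the 4 splits that part all pairs these numbers were 1 for mitophagy, 2 for the autophagosome list, 2 for the TFEB list, 3 for the mTORC1 output list, and 4 by score and 3 by mean log2 fold change for the hypoxia response list. The mitophagy list is thus the planned list that the real split sets furthest apart, though a share of 1 in 10 is the smallest this design gives. With the replicate block and the correction for gene length, scores were 1.82 for the hypoxia response list, 1.95 for mitophagy, 1.43 for the autophagosome list, 1.52 for the TFEB list and 2.11 for the mTORC1 output list, so gene length does not account for them.

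The hypoxia response list kept a score of 1.60 without the genes it shares with the dissociation list (gene permutation p = 0.00143), so those genes do not carry it. The HIF target list, however, varied between libraries more than between regions, from -0.568 in CBM replicate 2 and -0.464 in EBM replicate 3 to 0.309 in CBM replicate 1 and 0.418 in EBM replicate 1. Vegfa ran from 145 to 1014 counts within EBM and had a log2 fold change of 0.17 between regions (edgeR adjusted p = 0.989). For Ddit4, 13 of the 38 dissociation genes tested rose more than it did. Its rise in these libraries may come from the collagenase digestion rather than the endosteal region, and these libraries cannot separate them. The paper also reports that DDIT4 rose in AE9a cells cultured with osteoblasts, though not with multipotent stromal cells, and under a hypoxia mimic. Those assays do not compare digested with flushed cells and were not analysed here.

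Genes of the mTORC1 output list rose in EBM, the opposite of what inhibition of mTORC1 by more Ddit4 would give. The TFEB list, whose genes rise when mTORC1 is inhibited, was also higher in EBM. It scored 1.52 (gene permutation adjusted p = 0.0278), so these lists point in opposite directions on mTORC1 activity. In the mTORC1 output list the ATF4 targets scored 1.69 and the SREBP targets 1.79, so the rise does not rest on either subset alone. ATF4 also induces Ddit4 and Trib3 under stress, and a candidate explanation is a stress response in EBM cells that raises both, rather than lower mTORC1 activity. The genes of the mTORC1 output list move together strongly and 5 of 10 splits gave a score as large in absolute value, so their rise cannot be told apart from chance.

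In EBM, 73 of 77 ribosomal protein genes were higher (median log2 fold change 0.19), while some noncoding classes were lower, with medians of -0.27 for 66 snoRNA genes, -0.23 for 404 genes annotated as TEC and -0.12 for 456 antisense genes. Other classes went the other way, with medians of 0.14 for 760 processed and 0.15 for 34 unprocessed pseudogenes, and the median of 24 miRNA genes turned from -0.06 to 0.02 with the correction for gene length. The difference between the medians of ribosomal protein genes and of the antisense, lincRNA, snoRNA, TEC, sense intronic and processed transcript classes, chosen after their values were seen, was 0.326, and 0.318 after the correction for gene length. Measured on mean log2 CPM, the difference was as large in 1 of the 10 splits, the real one. This is the smallest number 10 splits can give, so the count neither sets chance aside nor speaks for it. A list of RNAs kept in the nucleus, of which 4 were tested, scored -0.695 (gene permutation p = 0.836). Of these genes 1 was higher and 3 lower in EBM, with a median log2 fold change of -0.104. EBM replicate 2 was the highest library and EBM replicate 3 the lowest. With so few genes the list cannot tell whether the share of nuclear RNA was lower in EBM. No biological explanation was tested. Of 615 Reactome pathways scored in the same ranking, 166 were higher in EBM at an adjusted p under 0.05 and 0 lower, with 200 higher and 5 lower at an unadjusted p under 0.05. Translation scored 2.96. The pathway of the cellular response to hypoxia scored 0.753 (gene permutation p = 0.813, 20 genes tested), with the same values as the pathway of HIF regulation by oxygen. It therefore bears on how HIF is regulated and is no test of the genes that hypoxia induces.

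The paper's later sections concern the Hoxa cluster, which was all but uncounted in these 6 libraries of AE9a cells from leukemia mice. Hoxa2, Hoxa3, Hoxa4 and Hoxa7 had 0 counts in all libraries, Hoxa6 had 1 count in all, Hoxa5 and Hoxa10 had 2 each and Hoxa9 had 5, with at most 2 in one library. Counting did not fail next to the cluster, since Skap2, which flanks the cluster on chromosome 6, had at least 53.0 CPM in every library. Gata2, another transcription factor gene, had at least 700.0 CPM in every library, but a gene this abundant is counted at any such depth. Hoxa transcripts below the floor of at most 0.183 CPM were not detectable at this depth. The Hoxa values in the paper come from other libraries and from qRT-PCR, which were not analysed here.

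Among genes lower in EBM, Myc had the smallest p, with a log2 fold change of -1.26 and an edgeR adjusted p of 0.0583. Its adjusted p was 2.45e-13 with DESeq2 and 0.0120 with edgeR and no filter on low counts, and ran from 1.58e-15 to 0.640 over 22 alternatives. It was lower in all 3 EBM libraries than in any CBM library, and was chosen after its values were seen. No explanation was tested for it.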
